# Identification of *EP300* as a Key Gene Involved in Antipsychotic-Induced Metabolic Dysregulation Based on Integrative Bioinformatics Analysis of Multi-Tissue Gene Expression Data

**DOI:** 10.3389/fphar.2021.729474

**Published:** 2021-08-13

**Authors:** Albert Martínez-Pinteño, Patricia Gassó, Llucia Prohens, Alex G. Segura, Mara Parellada, Jerónimo Saiz-Ruiz, Manuel J. Cuesta, Miguel Bernardo, Amalia Lafuente, Sergi Mas, Natalia Rodríguez

**Keywords:** antipsychotics, weight gain, metabolic syndrome, pharmacogenetics, EP300, gene, microarray, gene expression

## Abstract

Antipsychotics (APs) are associated with weight gain and other metabolic abnormalities such as hyperglycemia, dyslipidemia and metabolic syndrome. This translational study aimed to uncover the underlying molecular mechanisms and identify the key genes involved in AP-induced metabolic effects. An integrative gene expression analysis was performed in four different mouse tissues (striatum, liver, pancreas and adipose) after risperidone or olanzapine treatment. The analytical approach combined the identification of the gene co-expression modules related to AP treatment, gene set enrichment analysis and protein-protein interaction network construction. We found several co-expression modules of genes involved in glucose and lipid homeostasis, hormone regulation and other processes related to metabolic impairment. Among these genes, *EP300*, which encodes an acetyltransferase involved in transcriptional regulation, was identified as the most important hub gene overlapping the networks of both APs. Then, we explored the genetically predicted *EP300* expression levels in a cohort of 226 patients with first-episode psychosis who were being treated with APs to further assess the association of this gene with metabolic alterations. The *EP300* expression levels were significantly associated with increases in body weight, body mass index, total cholesterol levels, low-density lipoprotein cholesterol levels and triglyceride concentrations after 6 months of AP treatment. Taken together, our analysis identified *EP300* as a key gene in AP-induced metabolic abnormalities, indicating that the dysregulation of *EP300* function could be important in the development of these side effects. However, more studies are needed to disentangle the role of this gene in the mechanism of action of APs.

## Introduction

Antipsychotics (APs) are the primary medication used for the treatment of schizophrenia and other psychiatric disorders. These medications, especially second-generation APs, are associated with a wide range of side effects including weight gain and other metabolic alterations that can lead to the development of metabolic syndrome, type 2 diabetes (T2D) and serious cardiovascular diseases (Fernandez-Egea et al., 2011; Foley and Morley, 2011; De Hert et al., 2012; Ward et al., 2013; Tek et al., 2016). The risk of metabolic adverse events varies among the APs, with olanzapine and clozapine having the highest risk of causing such effects and others having an intermediate (e.g., risperidone) or low risk (e.g., aripiprazole) (Lett et al., 2012; Pillinger et al., 2020). Even in the absence of AP treatment, individuals with psychiatric diseases are more likely to suffer obesity and metabolic disorders than the general population, with drug therapy contributing to the increase in these rates and aggravating the metabolic profile in these patients (Holt and Peveler, 2009; Mitchell et al., 2013; Correll et al., 2014). The associated co-morbidities reduce quality of life and increase patient mortality (Kritharides et al., 2017). Furthermore, these side effects are a major cause of treatment discontinuation, thus, worsening prognosis and increasing the risk of relapse (Doane et al., 2020). Therefore, the identification of robust predictors of AP-induced side effects could contribute to the identification of those subjects at a higher risk of developing metabolic disturbances, facilitating better treatment selection and improving clinical outcomes.

Although the underlying factors involved in AP-induced metabolic dysregulation are not well understood, genetic factors are assumed to be important based on the findings from twin and sibling studies (Gebhardt et al., 2010). Thus, several pharmacogenetic studies have been conducted, most of them using a candidate gene approach, which is limited by our current understanding of the mechanism of action of APs (Mas et al., 2012, 2015). Evidence suggests that the antagonistic effects of APs on neurotransmitter receptors involved in the control of food intake, such as the histamine H1 receptors (H1R), the serotonin 2C receptors (5-HT_2C_) and the dopamine D2 receptors (D2DR), are closely linked to cardiovascular risk and metabolic dysfunction (De Hert et al., 2012; Reynolds and McGowan, 2017). However, the exact downstream mechanisms that may promote the development of metabolic abnormalities in patients receiving APs remain elusive. To date, by using this candidate gene approach, several susceptibility genes of weight gain and other metabolic adverse effects induced by APs have been identified. These genes are mostly related to neurotransmitter systems, food intake regulation and energy metabolism, and include *ADR2A*, *BDNF*, *CNR1*, *DRD2*, *DRD3*, *FTO*, *GNB3*, *HTR2C*, *INSIG2*, *LEP*, *LEPR*, *MC4R*, *MTHFR*, *NPY*, *SNAP25*, and *SREBF1*, among others (Arranz et al., 2011; Shams and Müller, 2014; Devlin and Panagiotopoulos, 2015; MacNeil and Müller, 2016; Zhang et al., 2016; Zhang and Malhotra, 2018; Gassó et al., 2020; Yoshida and Müller, 2020). A meta-analysis of 72 articles with a combined sample of 6700 patients from 46 non-overlapping cohorts found that *ADRA2A*, *DRD2*, *HTR2C*, and *MC4R* polymorphisms were some of the variants significantly associated with AP-induced weight gain, and were those with the largest effect sizes (Zhang et al., 2016). Genome-wide association studies (GWAS) have also addressed this issue, suggesting novel variants associated with AP-induced metabolic effects, such as those located in *CIDEA*, *DGKB*, *MC4R*, *MEIS2*, *PRKAR2B* and *PTPRD*, among others (Adkins et al., 2011; Malhotra et al., 2012; Brandl et al., 2016; Yu et al., 2016; Maciukiewicz et al., 2019; Corfitsen et al., 2020; ter Hark et al., 2020). Despite this associations, only few genes have been confirmed in independent studies. Hence, further research is required to identify robust markers and validate their values as predictors of AP-induced metabolic disturbances before their implementation in daily clinical practice (Arranz et al., 2021; Islam et al., 2021).

Here, we aimed to investigate the molecular pathways underlying AP-induced metabolic effects and identify potential candidate genes for future pharmacogenetic studies using a translational gene expression study from mice to humans. First, whole-genome expression changes were analyzed in different mouse tissues after treatment with olanzapine or risperidone, two APs with high and intermediate metabolic risks associated, respectively (Lett et al., 2012; Pillinger et al., 2020), that are considered the most commonly prescribed APs worldwide (Hálfdánarson et al., 2017). We focused on analyzing the gene expression and their related biological processes that are modified by both APs in order to investigate the overlapping genes and mechanisms of action involved in AP-induced metabolic imbalance. Then, we explored the genetically predicted gene expression levels of the key genes identified in a cohort of patients with first-episode psychosis (FEP) who were being treated with APs to further assess the association of these genes with metabolic alterations.

## Materials and Methods

A detailed description of the methods used in the present study is available in Supplementary Material.

### Animals and Drug Treatment

Mice were chronically treated for 28 days with a daily subcutaneous dose of vehicle (saline containing 5% dimethylsulfoxide (DMSO) and 5% Tween 20), risperidone (1 mg/kg) or olanzapine (3.5 mg/kg). Each group included 8 C57BL/6JOlaHsd mice (4 males and 4 females). The animals were maintained with *ad libitum* access to food and water, using a standard chow diet.

All animal-related procedures were performed in accordance with the European Union guidelines for the care and use of laboratory animals and were approved by the Animal Care Committee of the University of Barcelona and by the Generalitat de Catalunya.

### Metabolic Assessment in Mice

Several metabolic parameters (including body weight, blood glucose levels, total cholesterol levels and triglyceride levels) were assessed in all mice at baseline (1 week before the start of AP treatment) and after 28 days of treatment. Fasting glucose levels were measured using a glucometer AlphaTRAK^®^ 2 (Zoetis, Parsippany, NJ, United States). Total cholesterol levels and triglyceride levels were measured using the Cholesterol Liquid assay kit and the Triglycerides Liquid assay kit, respectively (Química Clínica Aplicada S.A., Amposta, Spain). The percentage of change for each parameter between both measures was calculated. A detailed description of the methods used for the evaluation of metabolic parameters is available in Supplementary Material.

### RNA Isolation and Microarray Hybridization

After 28 days of treatment, animals were sacrificed by decapitation 1 h after the last injection. Then, their tissues were rapidly removed and placed on ice. Four tissues that are potentially relevant for the development of AP-induced metabolic effects were used: the liver, the pancreas, visceral adipose tissue and the striatum. Total RNA was isolated using Trizol reagent (Life Technologies, Foster City, CA, United States) and was further purified using the miTotal RNA Extraction Miniprep System (Viogene Biotek Corp, New Taipei City, Taiwan). The RNA samples were then submitted to the Kompetenzzentrum für Fluoreszente Bioanalytik Microarray Technology (KFB, BioPark Regensburg GmbH, Regensburg, Germany) for labeling and hybridization to the Affymetrix mouse Clariom S Arrays (Affymetrix, Inc., Santa Clara, CA, United States).

### Microarray Data Analysis

A weighted gene co-expression network analysis (WGCNA) was used to identify modules of highly co-expressed genes significantly associated (*p*-value < 0.05) with AP treatment (risperidone or olanzapine) (Langfelder and Horvath, 2008). Then, a gene set enrichment analysis of these co-expression modules was performed using FatiGO (Al-Shahrour et al., 2007) and Gene Ontology (GO) terms (Ashburner et al., 2000). From the significantly enriched (false discovery rate (FDR)-corrected *p*-value < 0.05) biological processes, the GO terms related to metabolic processes and metabolic dysregulation were selected for further analysis. Genes included in the selected GO terms were used to create a single protein-protein interaction (PPI) network for each AP using the SNOW program (Minguez et al., 2009). A single PPI network integrating both APs was also constructed by merging the networks obtained independently for risperidone and olanzapine using the intersection option in Cytoscape 3.7.2 (Shannon et al., 2003). For each node, the degree of connectivity was calculated to identify the candidate hub genes from the constructed PPI networks.

Full details of the extraction, labeling and hybridization protocols as well as the raw array data (.cel files) and the pre-processed data matrix are available at the Gene Expression Omnibus database (http://www.ncbi.nlm.nih.gov/geo/; accession number GSE180473).

### Exploration of the Hub Genes in a Naturalistic Cohort of Patients With FEP

#### Participants

The sample comprised 226 patients with FEP (age 23.6 ± 6.0 years; 66.8% were males) recruited in the PEPs study. The participants were prescribed at least one second-generation AP during the 6-month follow-up period. During the follow-up period, about 40% of the patients were treated with olanzapine or clozapine, which have the highest risk of inducing weight gain or worsening metabolic parameters, while more than 50% were administered APs with an intermediate or low risk of causing such side effects, with risperidone and aripiprazole being the most frequently prescribed in this group. Further details of the study population are described in the Supplementary Material. The detailed protocol of the PEPs study has been published elsewhere (Bernardo et al., 2013; Bioque et al., 2016). The study was approved by the ethics committees of all the participating clinical centers. Informed consent was obtained from all the participants. In the case of children under 16 years of age, parents or legal guardians gave written informed consent before study participation, while the patients themselves also agreed to participate.

#### Metabolic Assessment

Several anthropometric and metabolic traits were assessed at baseline and at 6 months, including body weight, body mass index (BMI), blood glucose levels, total cholesterol levels, low-density lipoprotein (LDL) cholesterol levels, high-density lipoprotein (HDL) cholesterol levels and triglyceride (TG) levels. The percentage of change for each parameter between both visits was calculated (Table 1).

**TABLE 1:** Metabolic data of the study participants at baseline and at the 6-months follow-up.

	N	Baseline	6 months	% Gain
Weight (kg), mean ± SD	226	69.18 ± 14.58	73.77 ± 14.62	8.65 ± 11.17
BMI, mean ± SD	225	23.49 ± 4.70	25.13 ± 4.19	8.60 ± 11.20
Glucose (mg/dl), mean ± SD	206	83.98 ± 15.80	85.52 ± 14.35	3.39 ± 16.28
Cholesterol (mg/dl), mean ± SD	212	160.85 ± 36.61	167.09 ± 36.36	6.36 ± 25.44
LDL cholesterol (mg/dl), mean ± SD	171	94.53 ± 29.09	98.97 ± 31.98	3.98 ± 30.340
HDL cholesterol (mg/dl), mean ± SD	172	49.19 ± 12.46	47.94 ± 13.02	1.38 ± 24.46
Triglycerides (mg/dl), mean ± SD	205	87.84 ± 49.18	102.10 ± 58.81	27.53 ± 66.98

BMI, body mass index; HDL, high-density lipoprotein; LDL, low-density lipoprotein.

#### Genotyping and Gene Expression Prediction

Samples from all the individuals in the study were genotyped at the Centro Nacional de Genotipado (CeGen, Santiago de Compostela, Spain), using the Affymetrix Axiom Spain Biobank Array. The genotyping data were called using the Axiom Analysis Suite (Mas et al., 2020) and were then submitted to the Michigan Imputation Server (Das et al., 2016), following the standard pipeline for the Minimac4 software. Genotyping data were used to predict the genetically regulated gene expression levels for each individual through the gene expression imputation method, PrediXcan (Gamazon et al., 2015). Gene expression of the previously identified hub genes was predicted in five different tissues that are potentially relevant for the development of AP-induced metabolic alterations, including the small intestine, the pancreas, the liver, visceral adipose tissue and subcutaneous adipose tissue, following the standard procedure found at https://github.com/hakyimlab/PrediXcan.

### Statistics

Data were analyzed using IBM SPSS Statistics version 20.0 (IBM Corp, Chicago, IL, United States). Normality was assessed using Kolmogorov-Smirnov and Shapiro-Wilk tests. Means ± standard deviations (SD) were computed for continuous variables. The differences between groups in the metabolic parameters assessed in mice were analyzed using analysis of variance. As some differences between males and females were observed in some of the parameters evaluated, the analysis was adjusted for gender.

For the analysis of the hub genes identified in the cohort of patients with FEP, the predicted gene expression levels of the *EP300* gene were categorized as low, medium or high according to the three values of gene expression obtained in each tissue (−0.13, −0.07, and 0.00, respectively). Differences in metabolic variables between these categories were tested using analysis of variance. The analysis was adjusted for sociodemographic and clinical variables that might affect the parameters assessed, including gender, age, and the type of AP according to its potency (high, low, or no risk of increasing weight or worsening metabolic parameters). A further pairwise comparison analysis was performed using Bonferroni’s post-hoc test.

## Results

Figure 1 shows an overview of the analysis procedure followed in the present study.

**FIGURE 1:**
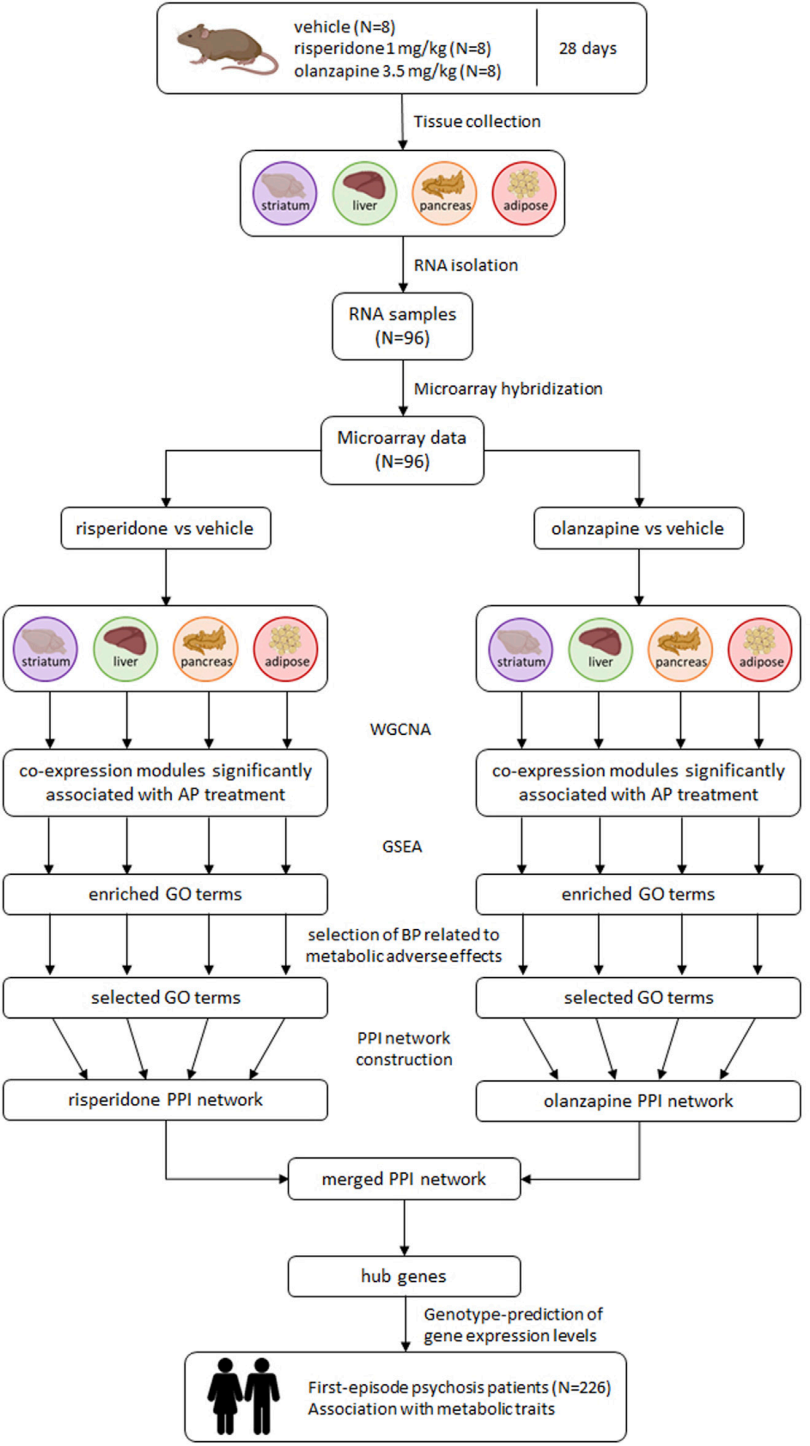
Overview of the analysis procedure followed in the study. AP: antipsychotic; BP: biological processes; GO: Gene Ontology; GSEA: gene set enrichment analysis; PPI: protein-protein interaction; WGCNA: weighted gene co-expression network analysis.

An increase in body weight (15.56% ± 5.25), fasting glucose levels (28.10% ± 43.95) and triglyceride levels (96.52% ± 89.50) was observed in mice after 28 days of treatment while cholesterol levels remained mainly unaltered (−1.56 ± 13.15). No significant differences were identified between the different treatment groups.

Regarding the gene expression analysis, 423 modules of co-expressed genes were obtained in the risperidone-treated mice: 114 in the striatum, 230 in the liver, 73 in the pancreas and six in the adipose tissue (Supplementary Figure S1). Twenty of these modules, containing between 37 and 179 genes, were significantly associated with risperidone treatment: three of those in the striatum, 13 of those in the liver and 4 of those in the pancreas (Supplementary Table S1). 

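Gene expression was measured with mouse Clariom S arrays in the striatum, liver, pancreas and gonadal fat of 24 mice, which gave 96 arrays. Each tissue held 8 vehicle-treated mice, 8 risperidone-treated mice (1 mg/kg) and 8 olanzapine-treated mice (3.5 mg/kg), with 4 females and 4 males in each group. The mice were injected daily for 28 days and killed 1 h after the last injection. RNA of the striatum and liver was labelled with the WT PLUS kit and RNA of the pancreas and adipose tissue with the Pico kit, so each tissue was analyzed alone. The authors summarised the probes of each transcript cluster by RMA, which subtracts background, normalizes arrays by quantiles and gives log2 values. The submitters' processing notes name Affymetrix Expression Console 1.4 for this step. Whether all arrays or those of each tissue were normalized together is not given in the sources used here. The deposited table holds 22206 transcript clusters, of which 19572 carry 1 gene symbol and 2634 carry none. Clusters of the same gene were averaged, as in the methods, which left 19505 genes. No genome build is given in the sources used here, so no positions are reported. The median log2 value of an array lay between 7.58 and 7.69 in the striatum, 6.07 and 6.28 in the liver, 6.71 and 6.94 in the pancreas, and 7.41 and 7.71 in the adipose tissue. The median correlation of an array with the other arrays of its tissue was 0.975 to 0.985 in the striatum and 0.969 to 0.978 in the liver. It was 0.685 to 0.856 in the pancreas and 0.798 to 0.951 in the adipose tissue, where single mice therefore weigh more. No 2 arrays held the same values, the highest correlation of a pair being 0.992. Genes were tested with limma over the 24 mice of a tissue, with sex as a covariate and Benjamini-Hochberg adjustment over all genes. Modules were re-derived from the 16 mice of each drug and vehicle with the settings of the methods (power 9, at least 30 genes, merging at 0.25), and their eigengenes were correlated with treatment by exact two-sided permutation tests over 12870 relabellings. The precision of these values is limited by the number of arrays, and p-values of 8 against 8 mice cannot fall below 0.00016 in the exact test.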

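In the re-derived striatal network, the eigengene of a module of 106 genes was higher in the risperidone-treated mice than in the vehicle-treated mice (r = 0.56, exact permutation test, two-sided p = 0.026, adjusted p = 0.798). Kcnj13, Folr1, F5, Kl and Ttr, among its most central genes, are made by the choroid plexus, the epithelium that secretes cerebrospinal fluid. In the liver, the eigengene of a module of 65 genes was correlated with risperidone (r = 0.76, exact permutation test, two-sided p = 0.000311, adjusted p = 0.05). Its central genes went both ways: the membrane protein gene Tmem26 had a log2 fold change of 1.09 and Cspp1, a centrosome gene, of -0.35 (standard error 0.15). In the pancreas, a module of 33 genes (r = 0.77) was the only one of any tissue that passed the adjustment over the modules (exact permutation test, adjusted p = 0.0333); of its central genes, Pcbp4, an RNA-binding protein, had a log2 fold change of -0.64 (standard error 0.22) and Rfx5, a transcription factor of MHC class II genes, of 0.64 (standard error 0.30). These 3 modules and their genes were chosen after their values were seen. Of 22 choroid plexus markers in the striatum, 12 rose when adjusted over the list alone and 0 when adjusted over all genes, among them Folr1, a folate receptor (log2 fold change 1.50, standard error 0.42), and Kcnj13, a potassium channel (2.01, standard error 0.73). The shift of the list had an adjusted p = 0.106 with an estimated correlation. The mean of these markers was 7.40 ± 0.62 (SD, n = 8) under vehicle and 8.27 ± 0.86 (SD, n = 8) under risperidone (exact permutation test, two-sided p = 0.0415, adjusted p = 0.399 over 44 marker comparisons). The networks held 141 modules in the striatum, 161 in the liver, 107 in the pancreas and 40 in the adipose tissue. Of these, 7, 6, 3 and 3 modules with 33 to 121 genes were associated with risperidone at an exact p under 0.05, where chance gives 7.05, 8.05, 5.35 and 2. Single mice moved these counts. The striatal count was 4 without vehicle F20 or risperidone M23, the liver count was 10 without vehicle F1, F21 or M3 and 11 without risperidone F23, the pancreas count was 5 without vehicle F21 or risperidone F5, and the adipose count was 1 without vehicle M21, risperidone M5 or risperidone M23 and 5 without risperidone M24.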

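In the liver of the risperidone-treated mice, 7 genes rose and 1 gene fell at an adjusted p under 0.05 in limma. Rgs1, a regulator of G protein signaling in immune cells, was 6.64 ± 0.97 (log2 value, SD, n = 8) under vehicle and 9.19 ± 0.73 (SD, n = 8) under risperidone, a log2 fold change of 2.54 (standard error 0.26, adjusted p = 2.84e-06), and all 8 risperidone-treated mice lay above every vehicle-treated mouse. Cytip, which binds cytohesin in leukocytes, rose by 1.51 (standard error 0.18, adjusted p = 6.33e-05, higher than every vehicle-treated mouse in 8 of 8 mice). Il1b, the cytokine interleukin-1β, rose by 1.82 (standard error 0.28, adjusted p = 0.00261, 7 of 8 mice), and Cd14, a co-receptor for bacterial lipopolysaccharide, by 1.76 (standard error 0.25, adjusted p = 0.000524, 4 of 8 mice). Pik3r1, the regulatory subunit of the kinase that passes on the insulin signal, went from 12.28 ± 0.41 to 13.28 ± 0.37 (SD, n = 8 each, adjusted p = 0.0149). Tmem26 rose as well (standard error 0.15, adjusted p = 0.000524, 8 of 8 mice), and the transcription factor Jdp2 by 0.91 (standard error 0.17, adjusted p = 0.0277). Hhex, a homeobox transcription factor of the liver, was 10.29 ± 0.80 (SD, n = 8) under vehicle and 8.32 ± 0.98 (SD, n = 8) under risperidone, a log2 fold change of -1.97 (standard error 0.34, adjusted p = 0.0116, 6 of 8 mice below every vehicle-treated mouse). Of the 19505 genes, 1053 had an unadjusted p under 0.05. In males alone, Il1b, Cd14, Cytip and Tmem26 kept their direction and did not pass, Pik3r1 (0.97 in females and 1.03 in males) and Hhex (-1.90 and -2.04) did not pass in either sex alone, where fewer mice enter the test, and Hhex, with a log2 fold change of -1.97, did not pass with a trended and robust variance. Jdp2 did not pass in either sex alone, without the sex covariate, in the 16 mice of the groups compared, or without vehicle F2 (0.84), F20 (0.87), M1 (0.87), M3 (0.88) or M21 (0.92) or risperidone F6 (0.82), F23 (0.82), M4 (0.92) or M23 (0.89), the log2 fold change without each mouse being given in brackets.

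**Figure D1:**
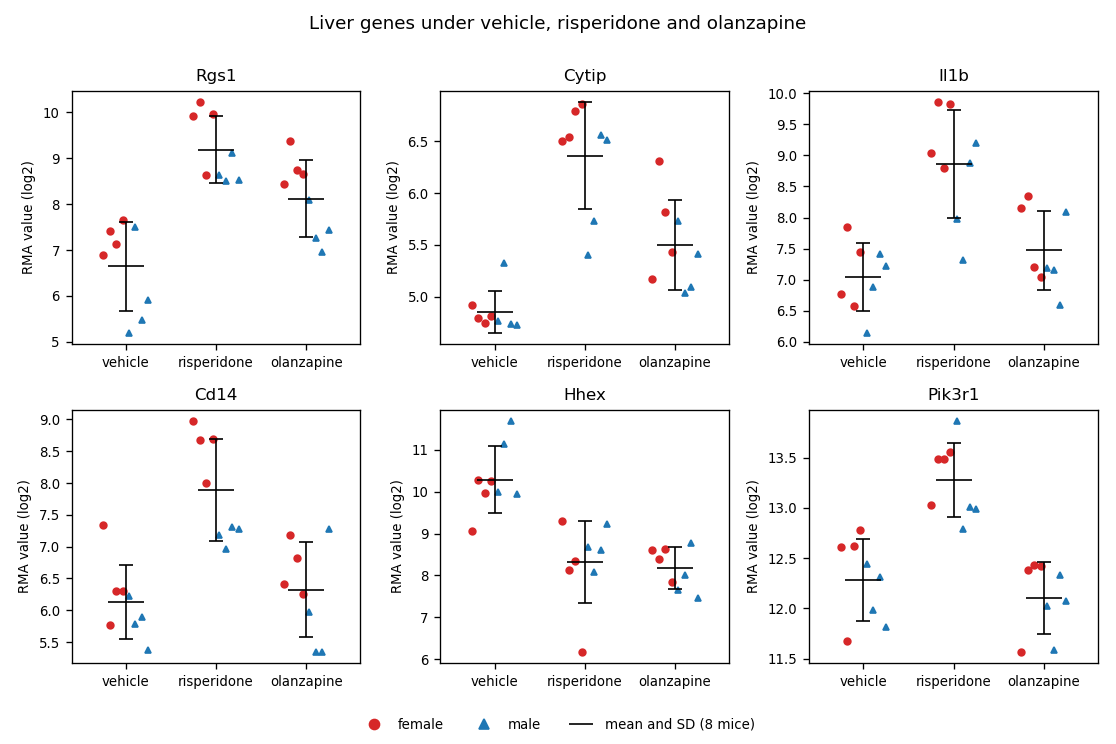
RMA log2 values of Rgs1, Cytip, Il1b, Cd14, Hhex and Pik3r1 in the liver. Each point is 1 mouse (circles, females; triangles, males), and the bars are the mean and SD of the 8 mice of a group. Rgs1 has its highest mean under risperidone, at 9.19, and Hhex its highest mean under vehicle, at 10.29.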

Regarding the olanzapine-treated mice, 483 modules of co-expressed genes were identified in the first analysis: 65 in the striatum, 223 in the liver, 140 in the pancreas and 55 in the adipose tissue (Supplementary Figure S1). Forty-six of these modules, containing between 33 and 1841 genes, were significantly associated with olanzapine treatment: five of those in the striatum, 21 of those in the liver, 15 of those in the pancreas and five of those in the adipose tissue (Supplementary Table S1). 

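Under olanzapine, the eigengene of a re-derived striatal module of 1696 genes was higher than under vehicle (r = 0.56, exact permutation test, two-sided p = 0.0286, adjusted p = 0.449). Of its central genes, Peg3, an imprinted transcription factor, had a log2 fold change of 0.64 (standard error 0.24) and Glra3, a glycine receptor subunit, of 1.54 (standard error 0.61). A striatal module of 49 genes, with Dlx1, a transcription factor of GABAergic neurons (log2 fold change 0.36, standard error 0.16), had the lowest p of the striatum (r = 0.68, exact permutation test, p = 0.00264, adjusted p = 0.322). In the liver, the module with the lowest p held 57 genes, among them Bmpr1a, a receptor of bone morphogenetic proteins (log2 fold change -0.59, standard error 0.14), and its eigengene was lower (r = -0.73, exact permutation test, p = 0.00233, adjusted p = 0.248). In the adipose tissue, that module held 83 genes (r = -0.68, exact permutation test, p = 0.00451, adjusted p = 0.288). These modules and their genes were chosen after their values were seen. The networks held 148 modules in the striatum, 171 in the liver, 114 in the pancreas and 64 in the adipose tissue. Of these, 11, 11, 10 and 4 modules with 31 to 1696 genes were associated with olanzapine at an exact p under 0.05, where chance gives 7.4, 8.55, 5.7 and 3.2, and 0 passed the adjustment over the modules of a tissue. The striatal count was 17 without vehicle F1, 24 without vehicle M3 and 18 without olanzapine M9. The pancreas count was 5 without vehicle F20, M1 or M19, 6 without vehicle M3, 16 without vehicle F21 and 19 without olanzapine M27, and the adipose count was 2 without vehicle F21, M1 or M21 or olanzapine F25 and 9 without olanzapine M26 or M27.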

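In the liver of the olanzapine-treated mice, 2 genes rose and 2 fell at an adjusted p under 0.05 in limma. Hhex, a homeobox transcription factor, had a log2 value of 8.17 ± 0.50 (SD, n = 8) and a log2 fold change of -2.12 against vehicle (standard error 0.34, adjusted p = 0.0218), and all 8 olanzapine-treated mice lay below every vehicle-treated mouse. Noct, a clock-controlled enzyme known as nocturnin, fell from 8.87 ± 0.87 (SD, n = 8) to 7.23 ± 0.51 (SD, n = 8), a log2 fold change of -1.64 (standard error 0.30, adjusted p = 0.0491, 7 of 8 mice below every vehicle-treated mouse). Gstm4, a glutathione transferase, rose from 10.88 ± 0.39 (SD, n = 8) to 12.05 ± 0.32 (SD, n = 8), a log2 fold change of 1.17 (standard error 0.20, adjusted p = 0.0261, 8 of 8 mice above). Rgs1 reached 8.12 ± 0.84 (SD, n = 8), a log2 fold change of 1.48 (adjusted p = 0.0261, 5 of 8 mice above). At an unadjusted p, 1279 genes were under 0.05. The count of 4 genes rests on single mice: it was 0 without vehicle F20 or olanzapine F9, 1 without olanzapine F26, 2 without vehicle M19, vehicle M21 or olanzapine F7, 10 without vehicle F1 and 11 without olanzapine M9. Hhex did not pass without vehicle F20 (-2.14) or olanzapine F9 (-2.10), nor with a trended and robust variance or in females alone. Gstm4 did not pass without vehicle F20 (1.17), F21 (1.14) or M19 (1.10) or olanzapine F9 (1.09) or F26 (1.14), nor in either sex alone. Rgs1 lost its call without vehicle F20 (1.46), M1 (1.35) or M21 (1.39) or olanzapine F7 (1.47), F9 (1.49), F26 (1.38) or M25 (1.39), and also without the sex covariate, in the 16 mice of the groups compared and in either sex alone. Noct lost it without vehicle F2 (-1.52), F20 (-1.63), M19 (-1.55) or M21 (-1.40) or olanzapine F7 (-1.63), F9 (-1.61), F25 (-1.60), F26 (-1.70), M9 (-1.56), M26 (-1.57) or M27 (-1.67), under the same settings as Rgs1, with transcript clusters tested one by one and with a trended and robust variance.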

Two of the modules (red and yellow) significantly associated with olanzapine treatment in the striatum contained a large number of co-expressed genes (1,105 and 1,841 genes, respectively); hence, from these modules, only the genes with a module membership (MM) above 0.5 and a gene significance (GS) above 0.6 were selected for further analysis. Thus, 245 and 346 genes were considered for the red and yellow modules, respectively.

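In the striatum of the olanzapine-treated mice, 11 of 12 markers of striatal projection neurons, the GABAergic output neurons of this region, fell when adjusted over the list alone and 0 when adjusted over all genes. Pde10a, a phosphodiesterase of these neurons, was 16.79 ± 0.62 (SD, n = 8) under vehicle and 15.82 ± 0.89 (SD, n = 8) under olanzapine (log2 fold change -0.96, standard error 0.29). Ppp1r1b, which encodes DARPP-32, went from 15.04 ± 0.82 to 13.86 ± 1.15 (SD, n = 8 each), and Rasd2 and Gng7 had log2 fold changes of -1.32 and -1.17. Among 7 markers of the indirect pathway, Drd2, the dopamine D2 receptor, fell by 1.05, Gpr52 by 1.01 and Gpr6 by 0.97 when adjusted over the list alone (adjusted p = 0.0173 each). The shift had an adjusted p = 0.401 with an estimated correlation for the projection neurons and 0.474 for the indirect pathway. Calb2, a calcium-binding protein, and Trpc4, a cation channel, both in the list of septum, thalamus and pallidum neurons, rose when adjusted over that list alone (log2 fold changes 2.81 and 0.73), with an adjusted p = 0.474 for the list with an estimated correlation. The mean of the projection neuron markers was 14.98 ± 0.71 (SD, n = 8) under vehicle and 14.09 ± 0.82 (SD, n = 8) under olanzapine (exact permutation test, two-sided p = 0.0305, adjusted p = 0.404 over 30 marker comparisons). That of the septum, thalamus and pallidum markers was 9.40 ± 1.44 and 10.37 ± 1.02 (SD, n = 8 each, exact permutation test, two-sided p = 0.171). An effect of olanzapine on the projection neurons was not told apart from a differing position of the dissection. Over all genes, 491 had an absolute correlation with olanzapine treatment above 0.6, 321 of them positive and 170 negative. Of 100 splits of the mice within sex, 10 gave as many. The paper selected 245 genes of red and 346 of yellow at this limit with a module membership above 0.5, together more than the 491. The reason for this difference was not tested. In limma 0 genes passed, with 2057 at an unadjusted p under 0.05. Without vehicle M3, M21 or olanzapine M9, limma called 116, 1 and 202 genes.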

To gain further insight into the biological functions of the genes included in each co-expression module that was significantly associated with AP treatment, a functional enrichment analysis was performed. We found significantly enriched GO terms in 14 of the 20 co-expression modules associated with risperidone treatment (2 in the striatum, 11 in the liver and one in the pancreas) and 26 of the 46 modules associated with olanzapine treatment (4 in the striatum, 13 in the liver, five in the pancreas and 4 in the adipose tissue). 

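The genes that Tables S2 and S3 list for each enriched module were taken again as 1 group per module; since these genes were chosen on these samples, their association with treatment is not independent evidence. Under risperidone, the liver module lavenderblush, with Il1b, the cytokine interleukin-1β, and the stress response factor Atf4 among its central genes, was correlated with treatment (r = 0.84, exact permutation test, two-sided p = 0.000311, adjusted p = 0.00218), and 6 of its 10 matched genes had a positive log2 fold change. The liver module tan2, with Hhex and Smad7, an inhibitor of TGF-β signaling, had a lower eigengene (r = -0.69, exact permutation test, adjusted p = 0.0102) and 0 of 4 positive. Of the striatal module darkred, 69 of 76 listed genes were matched and 47 were positive (r = 0.53, exact permutation test, p = 0.0354, adjusted p = 0.0585). Its central genes Igf2, Kl, Clic6 and Kcnj13 are choroid plexus markers, whose mean was also higher under risperidone, by 0.87. Under olanzapine, the liver module darkolivegreen2 is represented by Gstm1 and Gstm4, glutathione transferases that conjugate drugs, and was higher (r = 0.85, exact permutation test, p = 0.000155, adjusted p = 0.00404). The striatal module red, with Stmn2, a tubulin-binding protein of neurons, and Plxna1, a semaphorin receptor, was correlated with treatment (r = 0.77, exact permutation test, adjusted p = 0.0182) with 68 of 83 genes positive, as was yellow, with Gap43, a protein of growing axons (r = 0.69, adjusted p = 0.0249), with 145 of 162 positive. In the adipose tissue, lightyellow had a lower eigengene (r = -0.69, exact permutation test, p = 0.00404), with 24 of 50 genes positive. For risperidone, 9 of 14 modules had an exact p under 0.05 and 5 passed the adjustment over the modules, all in the liver. For olanzapine, 18 of 26 modules had an exact p under 0.05 and 8 passed, 2 in the striatum, 4 in the liver and 2 in the adipose tissue. The tables name 199 and 627 genes for the drugs, of which 175 and 570 were matched by symbol, so a module is represented here only by its members in enriched terms.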

For both APs, the enriched biological processes were related to different functions including tissue development, cell proliferation and differentiation, intracellular signaling, immune system processes and metabolic and biosynthetic processes, among others (Supplementary Tables S2, S3). 

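In the striatum of the risperidone-treated mice, 10 of 24 immediate early genes, which respond within minutes to neuronal activity, rose when adjusted over the list alone and 0 when adjusted over all genes. Nr4a3, an orphan nuclear receptor, was 9.52 ± 0.97 (SD, n = 8) under vehicle and 11.43 ± 0.60 (SD, n = 8) under risperidone (log2 fold change 1.91, standard error 0.33, adjusted p = 0.0795 over all genes). Egr2 had a log2 fold change of 0.98 (standard error 0.20) and Fosb, a subunit of the AP-1 transcription factor, of 0.64 (standard error 0.14). Of 15 glucocorticoid targets, 6 rose when adjusted over the list alone and all 15 had a positive log2 fold change, among them Sgk1, a kinase (0.68, standard error 0.23), Zbtb16 (0.84) and the clock gene Per1 (0.36). Camera gave an adjusted p = 4.98e-15 for the immediate early genes, and both lists kept their shift with an estimated correlation (adjusted p = 0.0188 and 0.0127). In the same comparison, 12 of 12 projection neuron markers had a positive log2 fold change (mean 0.47, camera adjusted p = 2.4e-05, adjusted p = 0.34 with an estimated correlation), as had 20 of 22 choroid plexus markers (mean 0.87, camera adjusted p = 4.22e-15, adjusted p = 0.106 with an estimated correlation), while 0 of 13 markers of septum, thalamus and pallidum neurons were positive (mean -0.64, camera adjusted p = 0.00979, adjusted p = 0.385 with an estimated correlation). In an exact permutation of treatment within sex, added after the data were seen, the adjusted p was 0.107 for the immediate early genes and 0.0408 for the glucocorticoid targets. Under olanzapine, 3 of 18 clock genes in the striatum fell when adjusted over the list alone, namely Ciart (-0.70), Per2 (-0.47) and Per1 (-0.36), with an adjusted p = 0.125 with an estimated correlation. In that comparison the mean of the projection neuron markers differed by -0.89 and that of the septum, thalamus and pallidum markers by 0.97. The clock genes were not tested apart from these shifts. In the liver, 24 immediate early genes had 0 members past the test under risperidone when adjusted over the list alone (camera adjusted p = 0.00184, adjusted p = 0.251 with an estimated correlation). Of 23 receptors bound by these drugs, 0 passed under risperidone in the striatum, where Chrm4, a muscarinic receptor, had a log2 fold change of 0.72 (standard error 0.35, not passing when adjusted over the list alone, adjusted p = 0.226 in limma). Under olanzapine, 1 of these receptors rose in the striatum when adjusted over the list alone, Chrm5, another muscarinic receptor (1.10, standard error 0.31, adjusted p = 0.268 over all genes in limma), and the list was shifted under neither drug (camera, adjusted p = 0.0571 under risperidone and 0.332 under olanzapine). Across all genes, limma called 0 genes in the striatum under risperidone, with 1053 at an unadjusted p under 0.05.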

The significantly enriched GO terms related to metabolic processes and metabolic dysregulation were selected for further analysis. These biological processes were related to glucose and lipid homeostasis, substance metabolism, digestion and the regulation of nutrient levels, hormone and secretion regulation, intracellular signaling through second messengers, the regulation of vascular tone and responses to different stimuli (Figure 2). 

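In the liver of the risperidone-treated mice, all 20 genes of fatty acid and triglyceride synthesis had a positive log2 fold change, and 7 rose when adjusted over the list alone. Thrsp, a regulator of lipogenesis, was 14.78 ± 1.25 (SD, n = 8) under vehicle and 16.91 ± 0.72 (SD, n = 8) under risperidone (log2 fold change 2.13, standard error 0.45, adjusted p = 0.0775 over all genes). Fasn, the fatty acid synthase, went from 12.30 ± 1.01 to 13.84 ± 0.92 (SD, n = 8 each), and Acly, which makes cytosolic acetyl-CoA, had a log2 fold change of 1.05 (standard error 0.27). The median of the list was 0.38, and its shift held with camera (adjusted p = 2.91e-16), with an estimated correlation (adjusted p = 0.000599) and in an exact permutation within sex added after the data were seen (adjusted p = 0.00898). In the liver of the olanzapine-treated mice, Scd1, a desaturase, and Elovl5, an elongase, rose when adjusted over the same list alone (0.53 and 0.75), and the shift of the list had an adjusted p = 0.184 with an estimated correlation. There, 18 of 19 genes of cholesterol synthesis had a positive log2 fold change, with a median of 0.53, and 0 passed when adjusted over the list alone (adjusted p = 0.316 with an estimated correlation). Hmgcs1, an enzyme early in that pathway, had a value of 1.47. In the adipose tissue of the olanzapine-treated mice, 8 of 20 genes of fatty acid and triglyceride synthesis rose when adjusted over the list alone, among them Acly, from 16.59 ± 2.54 to 18.86 ± 1.22 (SD, n = 8 each), Fasn (1.62, standard error 0.51) and Acaca, acetyl-CoA carboxylase (1.90). Insig1, which holds back the sterol-sensing SREBP pathway, rose by 1.66 (standard error 0.36) when adjusted over the cholesterol synthesis list alone. The adjusted p was 0.208 for fatty acid synthesis and 0.537 for cholesterol synthesis with an estimated correlation, and 0.0235 for each in the exact permutation within sex. Of 24 genes of gluconeogenesis and glycolysis in the liver, 0 passed under either drug when adjusted over the list alone. Pck1, which controls entry into gluconeogenesis, had a log2 fold change of -0.20 (standard error 0.13) under risperidone, and Gys2, the liver glycogen synthase, of -0.79 (standard error 0.30) under olanzapine. The shift of this list had an adjusted p = 0.965 under risperidone and 0.416 under olanzapine with an estimated correlation.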

Out of all the significant GO terms identified, 61 processes (21.7%) were selected for risperidone and 341 (25.5%) for olanzapine.

**FIGURE 2:**
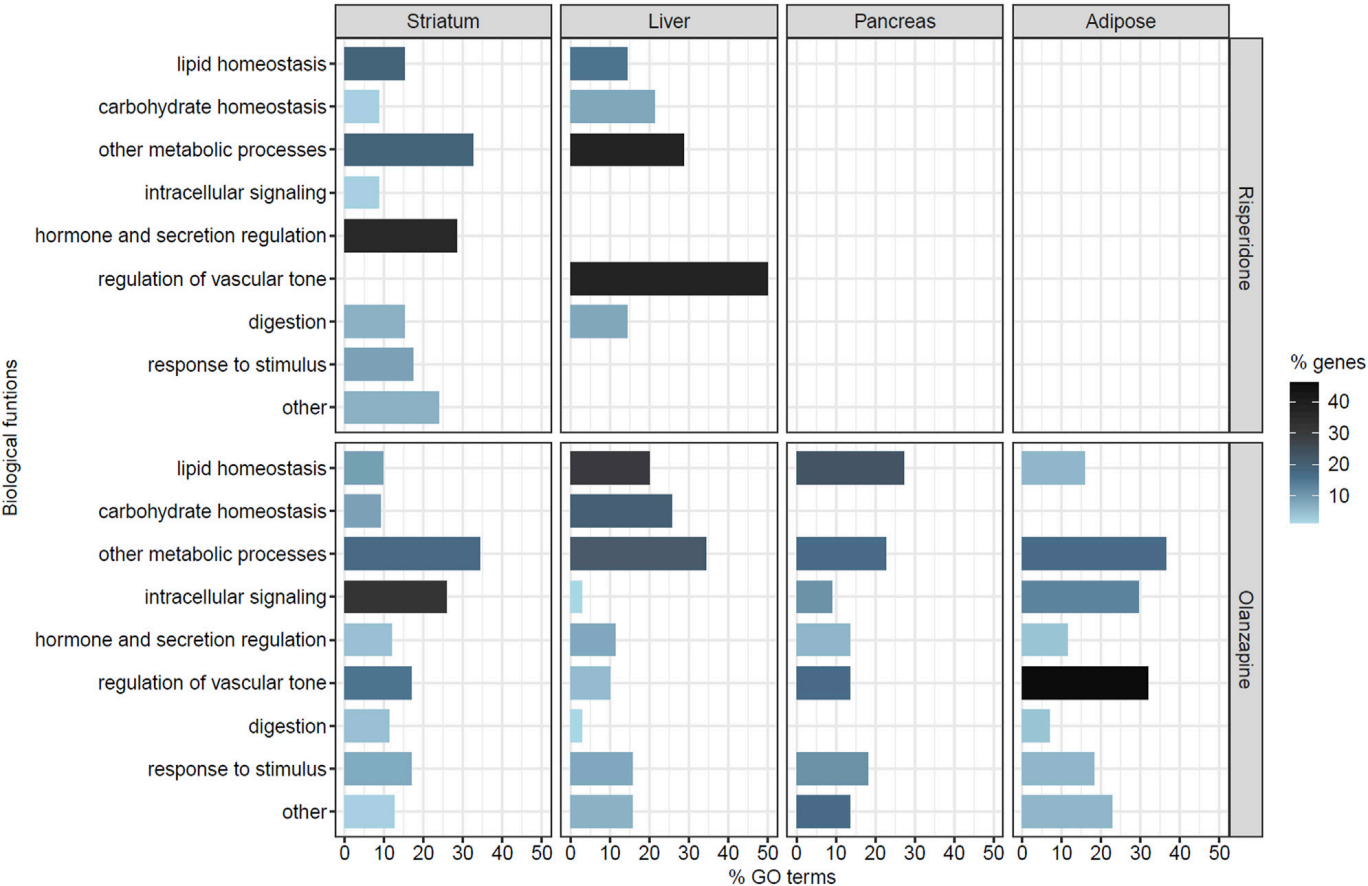
Selected biological processes related to metabolic dysregulation in each tissue of risperidone- or olanzapine-treated mice. The Y-axis represents the different categories of biological functions considered. The X-axis represents the percentage of processes (% GO terms) related to each biological function out of all the selected GO terms in each tissue for each antipsychotic. The color gradient represents the percentage of genes (% genes) related to each biological function out of all the genes included in the selected GO terms in each tissue for each antipsychotic. No significant gene modules were identified in the adipose tissue of risperidone-treated mice. None of the significant GO terms identified in the pancreas of the risperidone-treated mice were related to metabolic dysregulation.

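In the adipose tissue of the risperidone-treated mice, 8 of 14 adipocyte markers were lower when adjusted over the list alone and 0 when adjusted over all genes. Adipoq, the hormone adiponectin, had a log2 fold change of -1.43, and Lipe and Pnpla2, the lipases that release fatty acids from stored fat, of -1.63 and -1.66. Txnip, which binds thioredoxin, was 18.35 ± 0.42 (SD, n = 8) under vehicle and 16.72 ± 1.08 (SD, n = 8) under risperidone, and Sncg, γ-synuclein, was 14.19 ± 1.39 and 11.35 ± 1.41 (adjusted p = 0.437 for both). Of 18 markers of epididymis and vas deferens, which lie against the gonadal fat of males, 17 were higher when adjusted over the list alone, among them Lcn8 (4.40, standard error 1.19) and Lcn9 (5.08, standard error 1.30), lipocalins of the epididymis. The mean of these markers was 7.43 ± 0.35 (SD, n = 8) under vehicle and 10.78 ± 4.42 (SD, n = 8) under risperidone (exact permutation test, two-sided p = 0.0622). In an exact permutation within sex, added after the data were seen, p was 0.011 and the adjusted p 0.0845. Both lists had an adjusted p = 0.322 with an estimated correlation. In limma 0 genes passed over all genes, with 1761 at an unadjusted p under 0.05. Without the 4 samples with the highest epididymis markers, an alternative chosen after the data were seen, the log2 fold change was -0.14 for Adipoq, -0.40 for Lipe, -0.25 for Pnpla2, -0.90 for Txnip (standard error 0.27) and -1.79 for Sncg (standard error 0.60), and none of the 5 passed. Of these 4 samples, 3 are from risperidone-treated males, so that 4 females and 1 male remained under risperidone, and the adipocyte marker mean of all samples was 14.05 ± 0.70 under vehicle and 12.08 ± 1.22 under risperidone in males and 14.34 ± 0.22 and 14.25 ± 0.53 in females (SD, n = 4 each).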

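In the pancreas of the risperidone-treated mice, Scg2, secretogranin II of the secretory granules of endocrine cells, was 9.33 ± 1.67 (SD, n = 8) under vehicle and 7.26 ± 0.68 (SD, n = 8) under risperidone. Its log2 fold change of -2.07 (standard error 0.38) passed when adjusted over the list alone (islet cell genes, limma adjusted p = 0.000339) and not over all genes (adjusted p = 0.276), and 6 of 8 mice lay below every vehicle-treated mouse. Of the other islet genes, Gcg, which encodes glucagon, had a value of -1.66 (standard error 0.83) and Ins2, an insulin gene, of -1.19 (standard error 1.27), and neither passed. Of 22 acinar cell genes, which make the digestive enzymes, 17 had a positive log2 fold change and 0 passed when adjusted over the list alone. Neither list was shifted (camera, adjusted p = 0.0778 for islet cells and 0.304 for acinar cells; adjusted p = 0.706 and 0.914 with an estimated correlation). In limma 0 genes passed over all genes in this tissue, with 632 at an unadjusted p under 0.05. The median standard error of a log2 fold change was 0.292 in the pancreas and 0.167 in the liver.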

The genes included in the selected GO terms (60 genes for risperidone and 263 for olanzapine) were used to create a PPI network for each AP (Supplementary Figure S2). The network constructed with the gene set for the risperidone-treated mice comprised 46 genes and included 29 (48.3%) of the 60 genes from the original list whereas the network constructed with the gene set for the olanzapine-treated mice comprised 295 genes, including 140 (53.2%) of the 263 genes from the original list. The nodes of both PPI networks showed more connections (degree of connectivity *p*-value ≤ 1 × 10^−3^), greater connectivity (clustering coefficient *p*-value < 0.01) and more hub nodes (betweenness centrality *p*-value < 0.01) than would be expected by chance. The degree of connectivity was calculated for each node and the top 10% of the genes with the highest degree were considered the hub genes of each network. Thus, seven hub genes with a degree of connectivity ranging between 5 and 10 were identified in the risperidone network, while 30 hub genes with a node degree of 11–25 were obtained in the olanzapine network.

To find the overlapping genes involved in the downstream processes regulated by both APs, a single PPI network was constructed by merging the networks obtained independently for risperidone and olanzapine (Figure 3). The resulting network showed 12 common genes, 10 of which were interconnected. 

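Of the 12 genes of Figure 3, 11 were measured under a gene symbol in the table; Trp53 was not analysed here. Atf4, a transcription factor of the integrated stress response, fell by 0.60 (standard error 0.16) on the log2 scale in the liver of the olanzapine-treated mice, which passed when adjusted over the list alone (limma adjusted p = 0.0075) and not over all genes (adjusted p = 0.35). In the liver of the risperidone-treated mice Atf4 had a log2 fold change of -0.41. In the adipose tissue its values were positive, 0.91 (standard error 0.42) under risperidone and 0.68 (standard error 0.42) under olanzapine, and passed neither adjustment. In the striatum under olanzapine, Hif1a, the oxygen-dependent transcription factor, had a log2 fold change of 0.28 and Grb2, an adaptor of growth factor receptors, of 0.27. In the adipose tissue, Mybl2, a cell cycle transcription factor, had a log2 fold change of -0.39 under olanzapine. Over the 88 comparisons of these 11 genes in 4 tissues under both drugs, the log2 fold changes ranged from -1.39 to 0.91. In limma 0 passed when adjusted over all genes, and 7 had an unadjusted p under 0.05. When adjusted over the list alone, 1 passed. That adjustment was over the 11 genes within 1 tissue and drug, and not over the 88 comparisons. The genes were selected by the study from modules of these samples, so the count over the list alone is not independent evidence.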

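Ep300 encodes the histone acetyltransferase p300, a co-activator of many transcription factors. In the liver, its log2 value was 9.08 ± 0.23 (SD, n = 8) under vehicle, 9.13 ± 0.17 (SD, n = 8) under risperidone and 8.76 ± 0.29 (SD, n = 8) under olanzapine. The olanzapine difference of -0.32 (standard error 0.13) had an exact two-sided permutation p of 0.0297 and an adjusted p of 0.237 over the 8 comparisons, and 0 of 8 olanzapine-treated mice lay above the vehicle median. In the striatum, Ep300 was 10.94 ± 0.22 under vehicle, 10.73 ± 0.24 under risperidone and 10.78 ± 0.28 under olanzapine (SD, n = 8 each, exact permutation p = 0.0974 and 0.236). It was 7.07 ± 0.68, 6.77 ± 0.37 and 7.01 ± 0.74 in the pancreas (SD, n = 8 each, exact permutation p = 0.295 and 0.874), and 8.55 ± 0.50, 8.45 ± 0.35 and 8.61 ± 0.42 in the adipose tissue (SD, n = 8 each, exact permutation p = 0.66 and 0.782). None of the 8 comparisons passed limma's adjustment over all genes (adjusted p = 0.66 to 0.999). Crebbp, which encodes the related acetyltransferase CBP, was 14.20 ± 0.12 (SD, n = 8) in the striatum under vehicle and 14.31 ± 0.10 (SD, n = 8) under risperidone, and in the pancreas it was 9.04 ± 1.03 under vehicle and 8.13 ± 0.84 under olanzapine (SD, n = 8 each, adjusted p = 0.604). Across the 16 striatal samples of the risperidone comparison, Ep300 was lower where the mean of the choroid plexus markers was higher (r = -0.73, permutation p = 0.00201; Spearman's rho = -0.76, permutation p = 0.001; r = -0.64 without the 2 farthest samples; adjusted p = 0.00737 over 11 relations). The paper's module darkred, formed by co-expression over these mice, holds both Ep300 and markers of that list, so the relation is not independent of the module. It was -0.69 within vehicle (n = 8, exact permutation p = 0.0389), -0.65 within risperidone (n = 8, exact permutation p = 0.0821), and -0.71 and -0.86 within the low and high series of animal numbers (n = 9 and 7, exact permutation p = 0.0317 and 0.0391). In the olanzapine-treated mice, which did not enter that network, r was 0.49 (n = 8, exact permutation p = 0.222; Spearman's rho = 0.60, exact permutation p = 0.132; r = 0.71 without the 2 farthest samples).

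**Figure D2:**
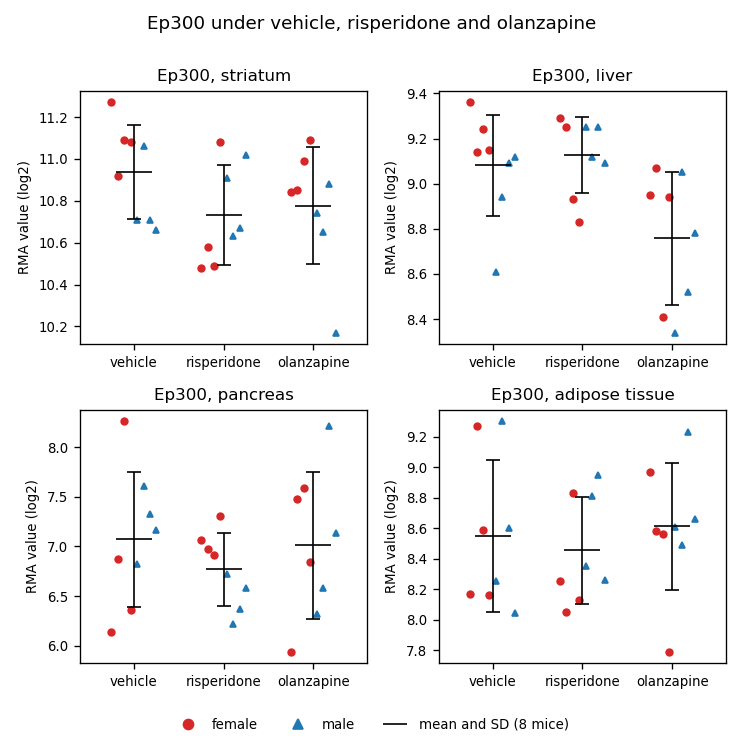
RMA log2 values of Ep300 in the striatum, liver, pancreas and adipose tissue under vehicle, risperidone and olanzapine. Each point is 1 mouse (circles, females; triangles, males), and the bars are the mean and SD of the 8 mice of a group. In the liver, all 8 olanzapine-treated mice lie at or below the vehicle median.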

The most connected gene was *EP300*, with a degree of connectivity of 8, thereby becoming the central gene of the network. *EP300* was also identified as one of the most important hub genes in the networks of both APs, showing a node degree of 10 in the risperidone network (thus, becoming the most connected gene of the network) and a degree of 21 in the olanzapine network (becoming the second most connected gene of the network).

**FIGURE 3:**
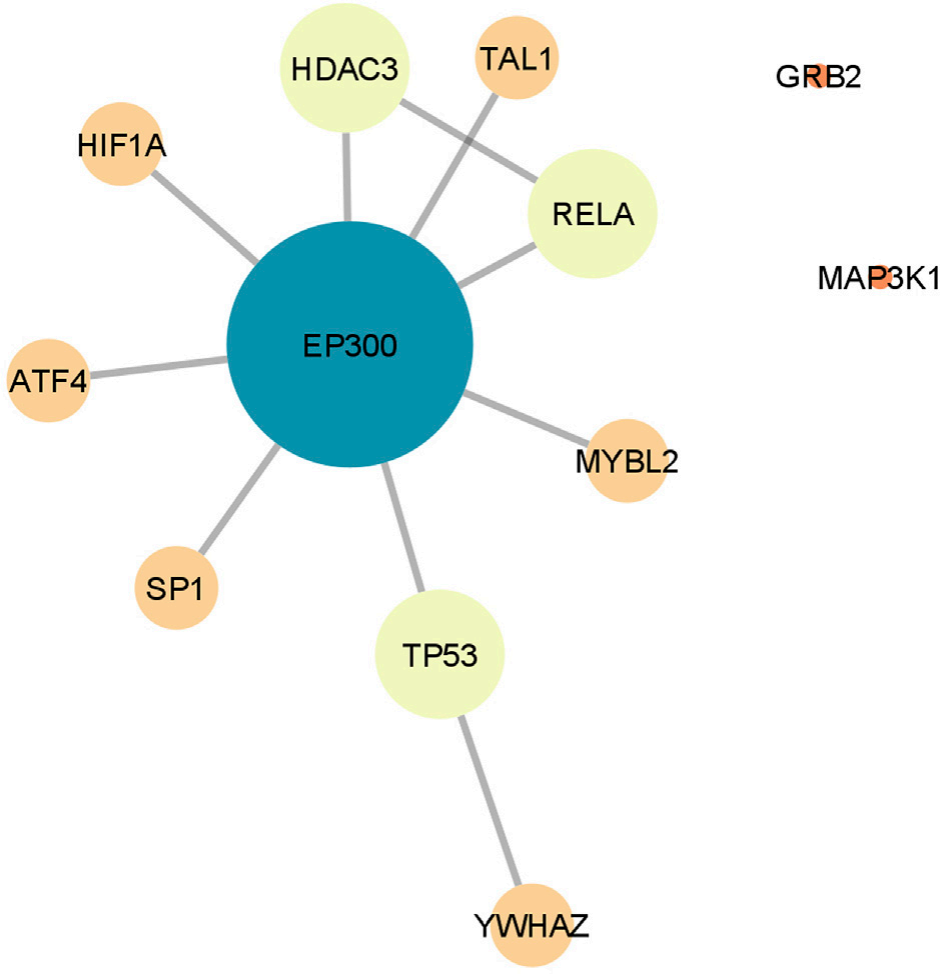
Protein-protein interaction network constructed by merging the networks derived independently for risperidone and olanzapine. Only the genes overlapping the networks of both antipsychotics are shown. Node size and color represent the number of connections (degree) of each gene.

To obtain more evidence of the role of *EP300* as a key gene in AP-induced metabolic effects, we used the genetically predicted gene expression levels in a naturalistic cohort of patients with FEP receiving APs. Two predictive models were used to impute the gene expression levels of *EP300* in different tissues based on the genotyping data: one for the prediction in the small intestine, the liver and subcutaneous adipose tissue and another one for the prediction in the pancreas and visceral adipose tissue. Then, we tested the association between the predicted gene expression values and the metabolic status of the patients at baseline and after the 6-months follow-up. No significant association was observed between the *EP300* expression levels and the anthropometric and metabolic parameters measured at baseline (data not shown). By contrast, the gene expression levels of *EP300*, as predicted with the prediction model for the small intestine, the liver and the adipose tissue, were significantly associated with the changes in body weight (F = 4.14, *p* = 0.016), BMI (F = 4.48, *p* = 0.012), total cholesterol levels (F = 6.22, *p* = 0.002), LDL cholesterol levels (F = 12.53, *p* < 0.001) and TG levels (F = 4.01, *p* = 0.02) after 6 months of AP treatment. Post-hoc analysis revealed that patients with the lowest levels of *EP300* expression showed higher increases in the abovementioned anthropometric and metabolic traits (*p* < 0.05) (Figure 4). The increase in body weight and the BMI was almost two times higher in these patients (weight increase of 14.56%; BMI increase of 15.05%) than in individuals with medium (weight increase of 7.07%, *p* = 0.006; BMI increase of 7.09%, *p* = 0.004) or high *EP300* expression (weight increase of 8.76%, *p* = 0.054; BMI increase of 8.64%, *p* = 0.029). Regarding the lipid metabolic parameters, subjects with low *EP300* expression levels showed an increase in cholesterol concentrations (22.81%) that was four times higher than those observed in patients with medium (5.08%, *p* = 0.002) or high gene expression levels (5.43%, *p* = 0.002). Furthermore, those with low *EP300* expression levels presented an increase in LDL cholesterol levels (36.81%) that was almost 12 times higher than that of patients with medium (3.16%, *p* < 0.001) or high (3.06%, *p* < 0.001) *EP300* expression. Moreover, the rise in TG concentrations was more than 2.5 times higher in individuals with the lowest *EP300* expression levels (69.98%) compared to the other participants (medium *EP300* expression: 25.75%, *p* = 0.019; high *EP300* expression: 28.27%, *p* = 0.032).

**FIGURE 4:**
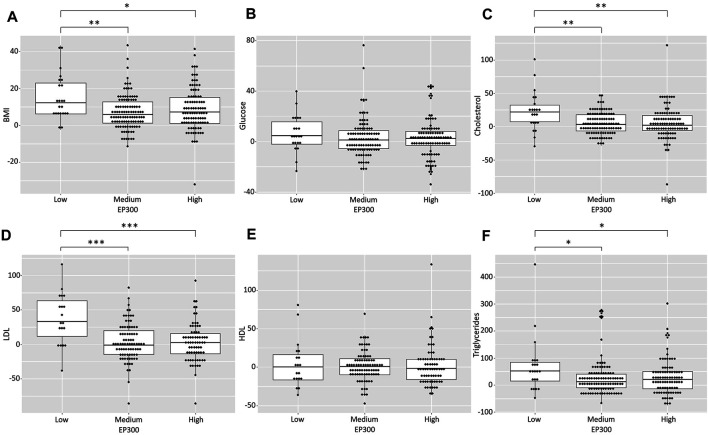
Exploration of *EP300* as a key gene in antipsychotic-induced metabolic dysregulation in patients with FEP receiving second-generation antipsychotics. Scatter box plots of the increases in the anthropometric and metabolic traits assessed according to the predicted *EP300* expression levels using the prediction model of the liver, the adipose tissue and the small intestine. *p < 0.05; **p < 0.01; ***p < 0.001.

## Discussion

While accumulating evidence has linked AP therapy to metabolic disturbances, the mechanistic bases and susceptibility factors of these side effects remain unclear. In the present study, we performed an integrated analysis of gene expression profiles in four different mouse tissues after treatment with risperidone or olanzapine to identify important genes involved in the development of metabolic alterations. The key genes identified were further assessed in a naturalistic cohort of patients with FEP who were being treated with APs. Our findings provide new insights into the molecular mechanism involved in AP-induced metabolic adverse events, suggesting new candidate genes for future pharmacogenetic studies.

We first performed a WGCNA of gene expression in mice that allowed us to identify several modules of co-expressed genes that were significantly associated with risperidone or olanzapine treatment in each tissue. This approach considers the overall gene–gene correlation structure instead of focusing on individual genes, providing modules of highly interconnected genes that are enriched with genes involved in known biological pathways (Zhao et al., 2010). 

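In the liver, Rgs1, a regulator of G protein signaling, rose and Hhex, a homeobox transcription factor, fell under both risperidone and olanzapine in limma, so 2 genes were called for both drugs in the same direction. Both comparisons use the same vehicle-treated mice. In 100 simulations of unchanged groups that shared a vehicle group, the 8 genes of lowest p under risperidone and the 4 under olanzapine had 2 in common in the same direction in 6 simulations and at least 1 in 32. An overlap of 2 in lists of these lengths can thus come from shared vehicle mice alone. These simulated lists hold genes whatever their p. At the adjusted threshold, 0 genes were called under both drugs in any simulation, which is nearly given in unchanged groups. The simulations therefore do not decide whether the 2 calls are shared effects. Independent lists of these sizes would share 0.00072 genes higher and 1e-04 lower, a value that leaves the shared mice out. With the vehicle-treated mice split into 4 for each drug, the log2 fold changes of Rgs1 were 2.84 under risperidone and 1.18 under olanzapine, and 2.25 and 1.77 with the 2 sets exchanged. For Hhex they were -1.50 and -2.59, and -2.44 and -1.65. Without vehicle F20 or olanzapine F9, neither of the olanzapine calls passed. Hhex passed under neither drug with a trended and robust variance (log2 fold changes -1.97 under risperidone and -2.12 under olanzapine). Rgs1 did not pass under olanzapine without the sex covariate (1.476), in the 16 mice of the groups compared (1.476), in females alone (1.535) or in males alone (1.418). The drugs also differed. In the liver, 1 gene was higher and 10 were lower under olanzapine than under risperidone, among them Pik3r1 (olanzapine minus risperidone -1.18, standard error 0.18, adjusted p = 0.0073), Cd14 (-1.56, standard error 0.25, adjusted p = 0.00849), Ppp1r3b, which directs glycogen synthesis (-1.44), and Aacs, which makes acetoacetyl-CoA for lipid synthesis (-1.27). Nr1d1, the clock repressor REV-ERBα, was higher (2.07, standard error 0.41, adjusted p = 0.0475). These genes were chosen after their values were seen, and the doses of the drugs differ. The liver count of 11 was 7 without risperidone F4, F5 or M24, 5 without risperidone F6 or M23, 6 without olanzapine F25, 19 without olanzapine F26, 35 without olanzapine M9 and 2 without olanzapine M26. In alternatives chosen after the data were seen, it was 2 with no covariate and in females only, 7 when quantile normalized once more and with trend and robust variances, 19 with array weights and 30 with the number-series block.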

In our study, we found that the genes in the modules were related to biological functions that were similar for the two APs, including a high number of processes related to energy metabolism, hormone regulation and the control of vascular tone, among others. The modulation of these processes by APs at a transcriptomic level may lead to the development of AP-induced metabolic disturbances.

Most proteins carry out their functions by interacting with other components that are found either in the same cell or among different cells and even among different tissues (Barabási et al., 2011). We found that the genes of these metabolic-related pathways were highly interconnected, as demonstrated by the PPI networks constructed for each AP. The risperidone and olanzapine networks were merged to identify the overlapping genes in order to obtain a general picture of the molecular effects of both APs. The central gene of this merged network was *EP300*, which showed connections with almost all the other genes in the network. In addition, *EP300* was found to be one of the most important hub genes in the networks constructed independently for each AP. In a PPI network, nodes with a higher degree of connectivity are considered central proteins of functional importance that are essential for the maintenance of the entire network (Barabási et al., 2011). Thus, our findings suggested that *EP300* could be a crucial gene in the downstream mechanism of APs that leads to metabolic dysregulation. 

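Ep300 fell in no module associated with risperidone in the re-derived networks: in the striatum it belonged to no module, and its liver module of 49 genes, with Tfam, a mitochondrial transcription factor, among the central genes, had a correlation with risperidone of -0.03 (exact permutation test, two-sided p = 0.944). Under olanzapine, Ep300 belonged to a striatal module of 47 genes with a lower eigengene (r = -0.62, exact permutation test, p = 0.00653, adjusted p = 0.322), with Gpr34, a receptor of microglia, and Snw1, a splicing and transcription cofactor, among the central genes, and to a liver module of 34 genes (r = 0.28, exact permutation test, p = 0.301). Its modules in the pancreas and adipose tissue were not associated with either drug. Ep300 is listed by the paper in the striatal module darkred for risperidone and in the liver module honeydew for olanzapine, where it is a central gene of the 18 matched ones (r = 0.56, exact permutation test, p = 0.0291, adjusted p = 0.0525). The paper's line of reasoning in mice runs from modules correlated with each drug to their enriched biological processes. The genes of the processes related to metabolism lead to a protein-protein interaction network for each drug. The merged network then leads to its most connected gene. From this the paper proposes that EP300 could be a crucial gene downstream of antipsychotics. It draws further support from patients, in whom genetically predicted EP300 expression was associated with metabolic changes during treatment. The patient data were not examined here.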

*EP300* encodes the protein p300, which functions as an acetyltransferase for histones and other proteins, thereby regulating transcriptional activity (Yao et al., 2018). This protein is involved in the downstream signaling of glucagon and insulin and participates in the regulation of energy homeostasis in major metabolic organs. Therefore, it has a crucial role in maintaining blood glucose levels in both fasting and postprandial states through the regulation of glycolysis, gluconeogenesis and glycogen synthesis (He et al., 2012; Wondisford et al., 2014; Huang et al., 2018; Yano et al., 2018; Yao et al., 2018; Namwanje et al., 2019). In addition, p300 is important for the maintenance of β-cell function, promotes glucose-induced insulin secretion and is associated with the disruption of insulin signaling in obesity (Mosley et al., 2004; Bompada et al., 2016; Cao et al., 2017; Wong et al., 2018). Therefore, p300 has been proposed to be a prime factor leading to the development of hyperglycemia, impaired insulin levels and insulin resistance (Cao et al., 2017; Yao et al., 2018), which frequently occur in individuals treated with second-generation APs (Newcomer et al., 2002; Henderson et al., 2005; Teff et al., 2013). Interestingly, a previous study revealed that some T2D-associated genetic variants identified by GWAS were located in sequences encoding protein binding sites, including those for p300 (Cheng et al., 2017). In addition, as observed in our study, earlier analyses have revealed *EP300* and its paralog *CBP* to be the most connected genes of the networks associated with T2D (Morris et al., 2012; Randhawa et al., 2013).

By regulating gene expression, p300 is also involved in the regulation of lipid homeostasis and adipogenesis. Thus, p300 activity may enhance triglyceride synthesis and alter lipid export, thereby increasing body weight and fat mass (Yao et al., 2018; Zhou et al., 2020). APs are associated with a higher risk of these metabolic disturbances, as patients on AP treatment frequently experience dyslipidemia, mainly due to an elevation in TG levels, as well as body weight increases and central obesity (Bioque et al., 2018; Nicol et al., 2018; Wedervang-Resell et al., 2020).

We further explored the reliability of *EP300* as a candidate gene for AP-induced metabolic dysregulation in a naturalistic cohort of patients with FEP receiving APs. To this end, we used the genetically predicted gene expression levels to assess the influence of *EP300* on different anthropometric and metabolic traits. Gene expression is an intermediate phenotype between genetic variability and disease manifestation. Most disease-associated genetic variants are located in non-coding regions, suggesting that these variants may exert their effects by modulating gene expression (Nicolae et al., 2010). In this scenario, a new promising approach has been developed that enables the prediction of gene expression based on genetic data. The imputed gene expression can then be used in place of genotypes to assess the effect of genes on a given phenotype (Gamazon et al., 2015). This strategy has been previously used to identify candidate genes associated with schizophrenia, attention deficit hyperactivity disorder and other complex traits (Gusev et al., 2018; Liao et al., 2019; Lindström et al., 2019; Wu et al., 2021). Here, we found that the predicted expression levels of *EP300* in different metabolic-related tissues of patients with FEP receiving APs were significantly associated with increases in body weight, BMI, total cholesterol levels, LDL cholesterol levels and TG concentrations at the 6-months follow-up. Although metabolic alterations have been described in schizophrenia patients even in the absence of AP treatment, we found no association between the genetically predicted *EP300* expression levels and the metabolic status of FEP patients at baseline, suggesting that this gene might be related to the AP effects instead of being a risk factor for the metabolic dysregulation associated with the disease. Thus, the genetic background would affect *EP300* expression levels which in turn could make patients more susceptible to the effects exerted by AP on this gene. Hence, these results give more support to the findings obtained in mice and strongly indicate the influence of *EP300* on AP-induced metabolic impairment.

Previous studies have found that common and rare variants of *EP300* are associated with schizophrenia risk (Ripke et al., 2014; Girard et al., 2015). However, to the best of our knowledge, this is the first time this gene has been associated with AP treatment. To date, the main mechanism of action used to explain the AP-induced metabolic adverse effects is the blockade of DRD2, H1R and 5-HT_2C_ receptors, leading to increased food intake and other metabolic impairments (De Hert et al., 2012; Reynolds and McGowan, 2017). However, a more complicated mechanism is expected to explain these effects. Recently, Chen et al. (2020) proposed a molecular mechanism of olanzapine-induced hyperphagia and obesity that could be in agreement with our results. They reported that the antagonistic effect of olanzapine on H1R activates GHSR1a (ghrelin receptor) downstream signaling in hypothalamic neurons that includes AMPK-FOXO1-pCREB signaling, which involves p300. This action increases the expression of neuropeptide Y, leading to excessive food intake and weight gain (Chen et al., 2020). Our results suggested that the regulation of *EP300* by APs in other tissues could also contribute to the appearance of metabolic disturbances. Further studies are needed to elucidate the pleiotropic effect of *EP300* on schizophrenia and AP effects and to disentangle the specific role of this gene in the mechanism of action of APs and, consequently, in AP-induced metabolic dysregulation.

The main strength of our study was the translational design, which included the integration of transcriptomic data from various mouse tissues after treatment with different APs and the subsequent exploration of the *EP300* effects in a human cohort. Nevertheless, some limitations should be considered when interpreting our findings. First, the strategy used to select the biological processes that could be related to AP-induced metabolic disturbances might have been affected by bias and, therefore, we cannot rule out the possible contribution of other genes that were not included in our analysis. Secondly, although drug dosage regimens were selected based on previous studies, here we do not control for drug plasma levels as we were unable to obtain enough blood volume of each animal to measure plasmatic drug levels with the methodology available in our facilities. Besides, the lack of a mouse group treated with an AP with a low risk of metabolic dysregulation meant that the specific effect of high and intermediate risk APs could not be explored. In addition, as no significant differences were observed in the metabolic parameters assessed between treatment groups in mice, we were not able to correlate these variables with AP-induced gene expression changes. This lack of significant differences may be due to the experimental design, in which mice were fed using a standard chow diet. Although a high-fat diet could mimic better the clinical effects of APs on metabolic parameters, which are in part due to changes in the food intake profile, we maintain the animals on a standard diet to test specifically the AP-induced gene expression changes, without the influence of external factors. Despite these limitations, we could ensure the influence of the key gene identified on metabolic impairment by assessing the effect of the genetically predicted gene expression levels in a human cohort. This exploration was conducted in a cohort of patients in a naturalistic study, and hence the sociodemographic and clinical characteristics of these individuals, such as the type of antipsychotic prescribed, could have affected the parameters assessed. For this reason, as the sample size did not allow the study of subgroups stratified by AP treatment, the statistical analysis was adjusted for several variables, including gender, age and AP potency. However, other confounders such as diagnosis, concomitant treatment or diet that we did not control for could have had an effect on the metabolic traits assessed. Finally, the prediction of the gene expression levels in this population was limited by the prediction models currently available, which in the future could include more genetic variants based on scientific advances. Hence, our results should be interpreted as exploratory and require replication.

In summary, our findings provide novel insights into the molecular mechanisms involved in the metabolic side effects of APs. Based on our results, we propose that the dysregulation of *EP300* functioning could be important in the development of AP-induced metabolic disturbances. Hence, both *EP300* and the genes involved in the *EP300* network could be considered potential candidate genes for future pharmacogenetic studies on these side effects of APs.

## Data Availability

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: NCBI GEO, accession no: GSE180473.

# Supplementary material for: Identification of EP300 as a Key Gene Involved in Antipsychotic-Induced Metabolic Dysregulation Based on Integrative Bioinformatics Analysis of Multi-Tissue Gene Expression Data
**Source:** Front Pharmacol. 2021 Aug 13;12:729474. doi: 10.3389/fphar.2021.729474
**Supplement:** Supplementary file 3

Supplementary material

MATERIALS AND METHODS

Animals and drug treatment

C57BL/6J OlaHsd male and female mice were purchased at 6 weeks of age from Harlan Laboratories (Sant Feliu de Codines, Spain) and housed in the laboratory animal center of the Faculty of Medicine at the University of Barcelona. Mice were maintained at 22°C on a 12-hour alternating light/dark cycle with *ad libitum* access to food and water, using a standard chow diet.

After allowing the animals to acclimatize for at least ten days, they were randomly divided into three experimental groups: one received a daily subcutaneous (0.25 ml, 25G needle) dose of vehicle (saline containing 5% dimethylsulfoxide (DMSO) and 5% Tween 20), one received risperidone (1 mg/kg), and one received olanzapine (3.5 mg/kg) chronically for 28 days. Drug doses were chosen based on previous studies (Mas et al., 2016; Chen et al., 2018; May et al., 2019). Risperidone and olanzapine (Sigma Aldrich, St Louis, MO, USA) were dissolved in saline containing 5% dimethylsulfoxide (DMSO) and 5% Tween 20. Each group included 8 animals (4 males and 4 females).

All animal-related procedures were performed in accordance with the European Union guidelines for the care and use of laboratory animals and were approved by the Animal Care Committee of the University of Barcelona and by the Department of the Environment of the Generalitat de Catalunya.

Metabolic assessment in mice

Several metabolic parameters (including body weight, blood glucose levels, total cholesterol levels and triglyceride levels) were assessed in all mice at baseline (one week before the start of AP treatment) and after 28 days of treatment. Blood glucose levels were measured in the morning, after 6 hours of fasting, using a glucometer AlphaTRAK® 2 (Zoetis, Parsippany, NJ, USA), which uses coulometric technology to measure glucose in whole blood. Following the manufacturer's recommendations, the glucometer was calibrated with the manufacturer's control sample every time a new package of strips was opened. AlphaTRAK® 2 was set to "Dog Code" as indicated for its use in C57BL/6J mice (Zoetis, 2015). Blood samples were collected through tail-vein puncture by using AlphaTRAK® animal lancets (Zoetis); 0.3 µl of whole blood was needed for the measurement.

Once the fasting glucose measurement was obtained, blood samples were collected to assess the levels of total cholesterol and triglycerides. For the evaluation at baseline, the distal tip (1 - 1.5 mm) of the tail was removed using a sterile scalpel blade. Blood samples (80-100 µl) were collected by gently milking the tail from the base to the tip into Eppendorf tubes with heparin (40 UI) and blood flow was stopped applying pressure with sterile gauze to achieve hemostasis. This procedure took less than 1 minute. For the blood collection after 28 days of treatment, the animal had already been sacrificed previously by decapitation. Then, blood was centrifuged at 4000 rpm (1252 g) during 10 minutes and the supernatant was collected. The levels of cholesterol and triglycerides were

measured using the corresponding assay kit (Cholesterol Liquid and Triglycerides Liquid; Química Clínica Aplicada S.A., Amposta, Spain). Absorbance was measured at 505 nm using a microplate reader Tecan Spark® (Tecan, Männedorf, Switzerland). Each measure was done at least in duplicate.

Tissue collection, RNA isolation and microarray hybridization

After 28 days of treatment, animals were sacrificed by decapitation 1 hour after the last injection. Then, their tissues were rapidly removed and placed on ice. In the present study, four tissues that are potentially relevant for the development of AP-induced metabolic adverse events were used: the liver, the pancreas, visceral adipose tissue (obtained from the gonadal fat pads) and the striatum (dissected out of the brain). All tissues were immediately frozen in liquid nitrogen and preserved at -80°C until analysis. The tissue samples were homogenized in Trizol reagent (Life Technologies, Foster City, CA, USA) and total RNA was isolated following the manufacturer's instructions. The RNA samples were then further purified using the miTotal RNA Extraction Miniprep System (Viogene Biotek Corp, New Taipei City, Taiwan). RNA quantity and quality were determined using a NanoDrop ND-2000 spectrophotometer (NanoDrop, Wilmington, DE, USA). An Agilent 2100 Bioanalyzer (Agilent Technologies, Palo Alto, CA, USA) was used to assess the purity and integrity of the RNA.

A total of 1200 ng of purified RNA from each of the samples was submitted to the Kompetenzzentrum für Fluoreszenz Bioanalytik Microarray Technology (KFB, BioPark Regensburg GmbH, Regensburg, Germany) for labeling and hybridization to microarray plates. Two different protocols were used for sample processing based on the RNA quality and amount. Samples from the striatum and the liver were prepared with the Affymetrix GeneChip WT PLUS Reagent Kit (Affymetrix, Inc., Santa Clara, CA, USA), whereas samples from the pancreas and adipose tissue were prepared using the Affymetrix GeneChip WT Pico Reagent Kit (Affymetrix, Inc., Santa Clara, CA, USA). The resulting cDNA was hybridized to the Affymetrix mouse Clariom S Arrays (Affymetrix, Inc., Santa Clara, CA, USA), which comprises more than 221 000 probes targeting more than 22 000 genes.

Microarray data analysis

Full details of the extraction, labeling and hybridization protocols as well as the raw array data (.cel files) and the pre-processed data matrix are available at the Gene Expression Omnibus database (<http://www.ncbi.nlm.nih.gov/geo/>; accession number GSE180473).

Pre-processing

The pre-processing of microarray data was performed using the Babelomics 5.0 suite (<http://www.babelomics.org/>) (Alonso et al., 2015). The data were standardized using robust multichip analysis. Multiple probes mapping to the same gene were merged, using the average as the sum of the hybridization values.

Weighted gene co-expression network analysis (WGCNA)

WGCNA identifies gene correlation patterns across different samples and groups highly co-expressed genes into modules that can be related to clinical traits (Langfelder and Horvath, 2008). Here, the WGCNA R package was used to identify gene co-expression

modules (<https://cran.r-project.org/web/packages/WGCNA/index.html>). First, a matrix of pairwise correlations between all pairs of genes across all samples was constructed. Next, a soft-thresholding power of 9 was used to obtain an adjacency matrix, a measurement of topology similarity, which was then transformed into a topological overlap matrix (TOM) and the corresponding dissimilarity. Afterwards, the dissimilarity matrix was used to construct a hierarchical clustering dendrogram whose branches were cut using the dynamic tree-cutting algorithm to obtain different modules of co-expressed genes. The above steps were performed using the automatic network construction and module detection function (*blockwiseModules* in WGCNA), with the following parameters: a *minModuleSize* of 30; a *reassignThreshold* of 0; and a *mergeCutHeight* of 0.25. The association of the different modules with AP treatment (risperidone or olanzapine) was evaluated by calculating the correlation between the module eigengenes (MEs, the first principal component of each module) and the treatment status (risperidone vs vehicle or olanzapine vs vehicle). Modules with a significant correlation (*p*-value < 0.05) were selected for further analysis. For all the genes included in each significant module, the gene significance (GS, representing the association between each gene expression and AP treatment) and its module membership (MM, the correlation between gene expression and the module eigengene) were calculated.

Gene set enrichment analysis

To provide a functional interpretation of the different transcriptional activities identified, a gene set enrichment analysis was performed using the genes included in each gene co-expression module that was significantly associated with AP treatment (risperidone or olanzapine). First, mouse genes were converted into human orthologs in order to use the most well-described human annotation databases. The analysis was conducted using FatiGO (Al-Shahrour et al., 2007), a web-based tool implemented in the Babelomics 5.0 suite that uses Fisher's exact test to identify the biological processes significantly overrepresented in a set of genes. Gene Ontology (GO) terms (Ashburner et al., 2000) were used to define the biological processes and a functional enrichment of the submitted gene lists was performed against the rest of the genome. Only functional terms with a false discovery rate (FDR)-corrected *p*-value < 0.05 were considered significantly enriched. The GO terms related to metabolic processes and metabolic dysregulation were then selected for further analysis. This prioritization was achieved by a final consensus among four independent researchers.

Protein-protein interaction (PPI) network construction and evaluation

Genes included in the selected GO terms were used to create a single PPI network for each AP (risperidone or olanzapine). The minimum connected network (MCN), defined as the shortest network connecting all the interacting nodes within a gene list, was obtained using the SNOW program (Minguez et al., 2009) implemented in the Babelomics 5.0 suite. Briefly, we used the curated interactome (validated by at least two independent methods) and allowed the inclusion of extra nodes that were not included in our list and that connected two or more nodes in the list. Network enrichment analysis was performed to test whether the parameters that described the network were beyond random expectations or not. The parameters analyzed were the degree of connectivity, the clustering coefficient and the betweenness centrality. The PPI networks obtained were visualized and analyzed using Cytoscape 3.7.2 (Shannon et al., 2003). A single PPI network integrating both APs was also constructed by merging the networks obtained independently for risperidone and olanzapine using the intersection option in Cytoscape.

For each node, the degree of connectivity, which accounts for the number of edges or direct interactions a particular node has, was calculated to identify the candidate hub genes from the constructed PPI networks.

Exploration of the hub genes in a naturalistic cohort of patients with FEP

Participants

From the original sample of 335 patients with FEP recruited in the project “Phenotype–genotype and environmental interaction: application of a predictive model in first-episode psychosis, FIS PI080208” (known as the PEPs study from the Spanish abbreviation for first-episode psychosis), 302 participants were prescribed at least one second-generation AP during the follow-up period. Of these, 226 (age 23.6 ± 6.0 years; 66.8% were males) provided biological samples for genotyping and completed the six-month follow-up period. As this was a naturalistic study, there were no specific guidelines for treatments (drugs and/or psychotherapy). During the follow-up period, about 40% of the patients were treated with olanzapine or clozapine, which have the highest risk of inducing weight gain or worsening metabolic parameters, while more than 50% were administered APs with an intermediate or low risk of causing such side effects, with risperidone and aripiprazole being the most frequently prescribed in this group.

A complete description of the protocol for the PEPs study has been published (Bernardo et al., 2013; Bioque et al., 2016). The study was approved by the ethics committees of all the participating clinical centers. Informed consent was obtained from all the participants. In the case of children under 16 years of age, parents or legal guardians gave written informed consent before study participation, while the patients themselves also agreed to participate.

Metabolic assessment

Several anthropometric and metabolic traits were assessed at each visit during the PEPs study (Bioque et al., 2018; Gassó et al., 2020). The metabolic-related variables measured were body weight, body mass index (BMI), blood glucose levels, total cholesterol levels, low-density lipoprotein (LDL) cholesterol levels, high-density lipoprotein (HDL) cholesterol levels and triglyceride (TG) levels. For the present study, we calculated the percentage of change for each parameter between the six-month follow-up and the baseline visit.

Sample collection, genotyping and SNP imputation

Blood samples from all participants were collected in EDTA tubes (K2EDTA BD Vacutainer; Becton Dickinson, Franklin Lakes, NJ, USA). Genomic DNA was extracted using the MagNA Pure LC DNA isolation Kit III and an LC MagNA Pure system (Roche Diagnostics GmbH, Mannheim, Germany). The concentration and quality of DNA were measured using a NanoDrop 2000 (NanoDrop, Wilmington, DE, USA). Samples from all the individuals in the study were genotyped at the Centro Nacional de Genotipado (CeGen, Santiago de Compostela, Spain), using the Affymetrix Axiom Spain Biobank Array containing probes for 758 740 SNPs. The genotyping data were then called using the Axiom Analysis Suite (Mas et al., 2020). The genotyping data were submitted to the Michigan Imputation Server (Das et al., 2016), following the standard pipeline for the

Minimac4 software and setting the European population reference from the GRCh37/hg19 build and Eagle v2.4 phasing.

Gene expression prediction

Genotyping data were used to predict the genetically regulated gene expression levels for each individual through the gene expression imputation method, PrediXcan (Gamazon et al., 2015). PrediXcan uses reference transcriptome datasets from the Genotype-Tissue Expression (GTEx) Project to train additive models of gene expression levels. After that, these models are used to estimate the genetically regulated expression of genes that constitutes the prediction of expression levels using multiple SNPs. These predictive models are used to ‘impute’ gene expression in local data. Gene expression of the previously identified hub genes was predicted using the multivariate shrinkage (mashr) models built from the GTEx version 8 available at <https://predictdb.org/>. We predicted expression levels in five different tissues that are potentially relevant for the development of AP-induced metabolic adverse events, including the small intestine, the pancreas, the liver, visceral adipose tissue and subcutaneous adipose tissue, following the standard procedure found at <https://github.com/hakyimlab/PrediXcan>.

Statistics

Data were analyzed using IBM SPSS Statistics version 20.0 (IBM Corp, Chicago, IL, USA). Normality was assessed using Kolmogorov-Smirnov test. The predicted gene expression levels of the *EP300* gene were categorized as low, medium or high according to the three values of gene expression obtained in each tissue (-0.13, -0.07 and 0.00, respectively). Differences in metabolic variables between these categories were tested using analysis of variance. The analysis was adjusted for sociodemographic and clinical variables that might affect the parameters assessed, including gender, age, and the type of AP according to its potency (high, low, or no risk of increasing weight or worsening metabolic parameters). A further pairwise comparison analysis was performed using Bonferroni's post-hoc test.

SUPPLEMENTARY FIGURES

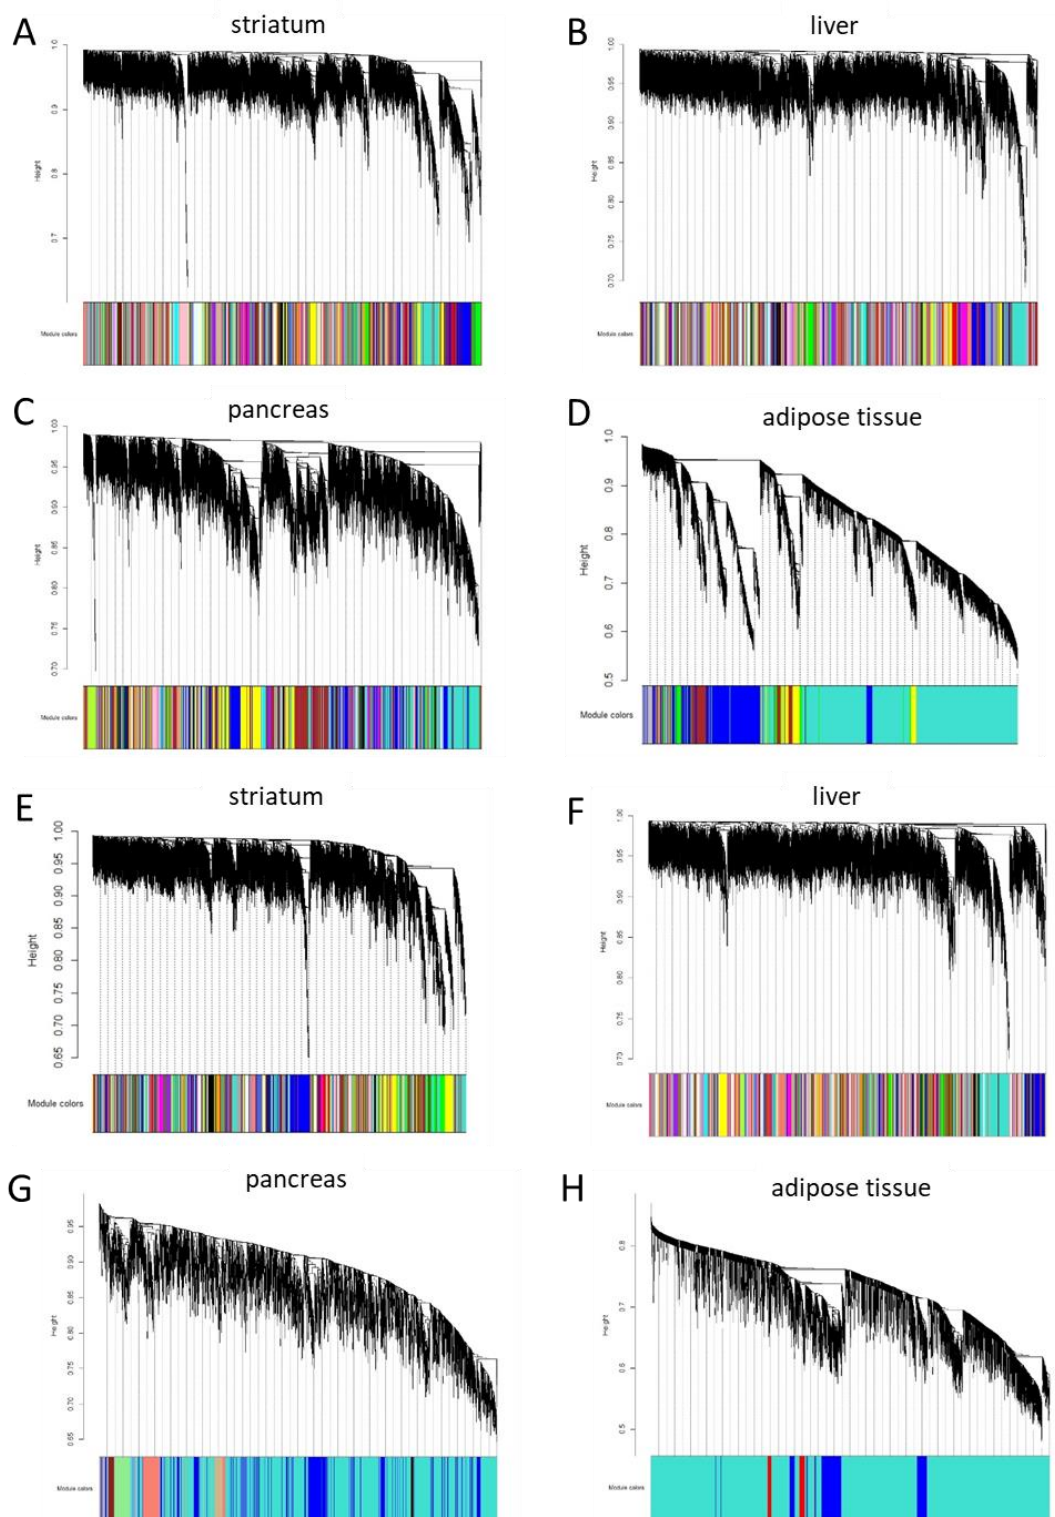

Supplementary Figure 1. Clustering dendrogram showing the co-expression modules identified in the striatum, liver, pancreas and adipose tissue of risperidone-treated mice (A-D) and olanzapine-treated mice (E-H). Each module is represented by a different color in the corresponding color bar below the dendrogram.

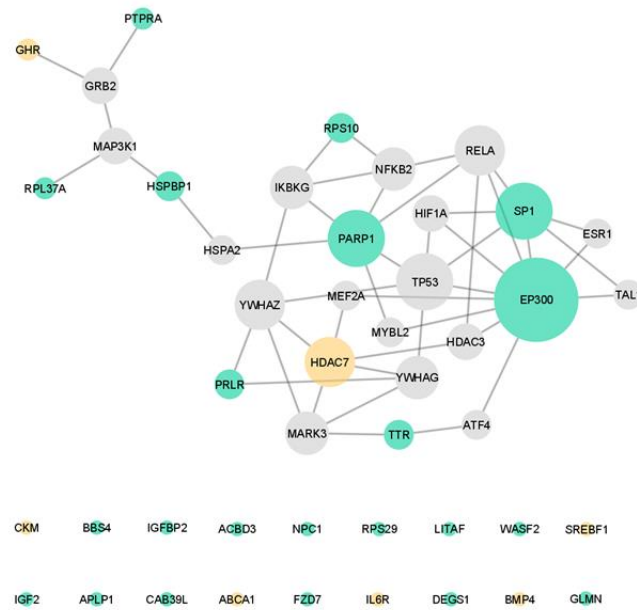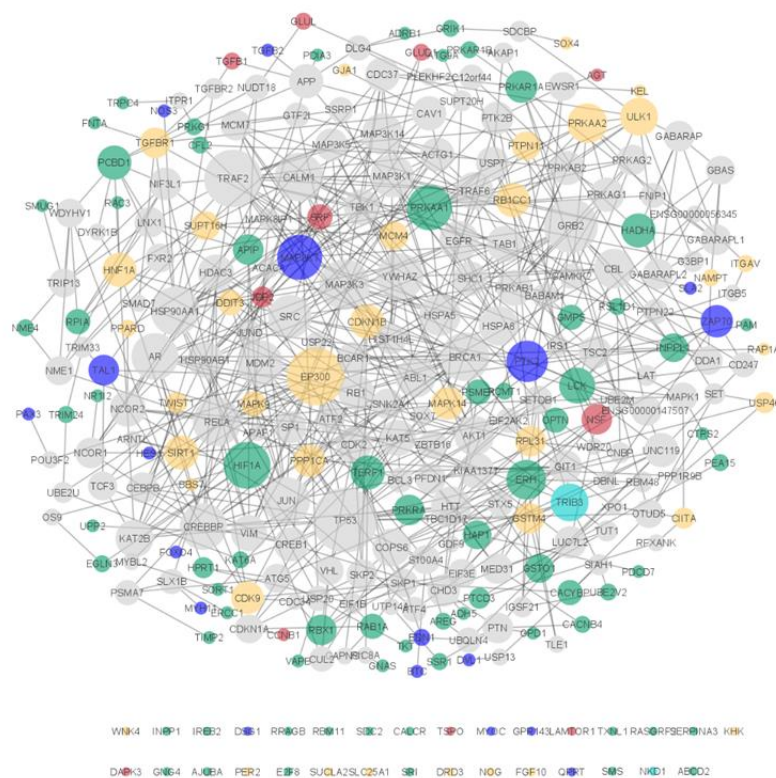

Supplementary Figure 2. Protein-protein interaction networks constructed using the genes included in the selected GO terms that were significantly enriched in the co-expression modules identified for risperidone (A) and olanzapine (B). Node size represents the number of connections (degree) of each gene.

REFERENCES

- Al-Shahrour, F., Minguez, P., Tárraga, J., Medina, I., Alloza, E., Montaner, D., et al. (2007). FatiGO +: A functional profiling tool for genomic data. Integration of functional annotation, regulatory motifs and interaction data with microarray experiments. *Nucleic Acids Res.* 35, 91–96. doi:10.1093/nar/gkm260.
- Alonso, R., Salavert, F., Garcia-Garcia, F., Carbonell-Caballero, J., Bleda, M., Garcia-Alonso, L., et al. (2015). Babelomics 5.0: Functional interpretation for new generations of genomic data. *Nucleic Acids Res.* 43, W117–W121. doi:10.1093/nar/gkv384.
- Ashburner, M., Ball, C., Blake, J. A., Botstein, D., Butler, H., Cherry, J. M., et al. (2000). Gene ontology: Tool for the identification of biology. *Nat. Genet.* 25, 25–29. doi:10.1038/75556.
- Bernardo, M., Bioque, M., Parellada, M., Ruiz, J. S., Cuesta, M. J., Llerena, A., et al. (2013). Assessing clinical and functional outcomes in a gene–environment interaction study in first episode of psychosis (PEPs). *Rev. Psiquiatr. y Salud Ment. (English Ed.* 6, 4–16. doi:10.1016/j.rpsmen.2012.11.001.
- Bioque, M., García-Portilla, M. P., García-Rizo, C., Cabrera, B., Lobo, A., González-Pinto, A., et al. (2018). Evolution of metabolic risk factors over a two-year period in a cohort of first episodes of psychosis. *Schizophr. Res.* 193, 188–196. doi:10.1016/j.schres.2017.06.032.
- Bioque, M., Llerena, A., Cabrera, B., Mezquida, G., Lobo, A., González-Pinto, A., et al. (2016). A pharmacovigilance study in first episode of psychosis: psychopharmacological interventions and safety profiles in the PEPs Project. *Int. J. Neuropsychopharmacol.* 19, 1–10. doi:10.1093/ijnp/pyv121.
- Chen, C. H., Shyue, S. K., Hsu, C. P., and Lee, T. S. (2018). Atypical antipsychotic drug olanzapine deregulates hepatic lipid metabolism and aortic inflammation and aggravates atherosclerosis. *Cell. Physiol. Biochem.* 50, 1216–1229. doi:10.1159/000494573.
- Das, S., Forer, L., Schönherr, S., Sidore, C., Locke, A. E., Kwong, A., et al. (2016). Next-generation genotype imputation service and methods. *Nat. Genet.* 48, 1284–1287. doi:10.1038/ng.3656.
- Gamazon, E. R., Wheeler, H. E., Shah, K. P., Mozaffari, S. V., Aquino-Michaels, K., Carroll, R. J., et al. (2015). A gene-based association method for mapping traits using reference transcriptome data. *Nat. Genet.* 47, 1091–1098. doi:10.1038/ng.3367.
- Gassó, P., Arnaiz, J. A., Mas, S., Lafuente, A., Bioque, M., Cuesta, M. J., et al. (2020). Association study of candidate genes with obesity and metabolic traits in antipsychotic-treated patients with first-episode psychosis over a 2-year period. *J. Psychopharmacol.* 34, 514–523. doi:10.1177/0269881120903462.
- Langfelder, P., and Horvath, S. (2008). WGCNA: An R package for weighted correlation network analysis. *BMC Bioinformatics* 9, 559. doi:10.1186/1471-2105-9-559.
- Mas, S., Boloc, D., Rodríguez, N., Mezquida, G., Amoretti, S., Cuesta, M. J., et al. (2020). Examining gene–environment interactions using aggregate scores in a first-episode psychosis cohort. *Schizophr. Bull.* 46, 1019–1025.

doi:10.1093/schbul/sbaa012.

- Mas, S., Gassó, P., Boloc, D., Rodriguez, N., Mármol, F., Sánchez, J., et al. (2016). Network analysis of gene expression in mice provides new evidence of involvement of the mTOR pathway in antipsychotic-induced extrapyramidal symptoms. *Pharmacogenomics J.* 16, 293–300. doi:10.1038/tpj.2015.48.
- May, M., Beauchemin, M., Vary, C., Barlow, D., and Houseknecht, K. L. (2019). The antipsychotic medication, risperidone, causes global immunosuppression in healthy mice. *PLoS One* 14, e0218937. doi:10.1371/journal.pone.0218937.
- Minguez, P., Götz, S., Montaner, D., Al-Shahrour, F., and Dopazo, J. (2009). SNOW, a web-based tool for the statistical analysis of protein-protein interaction networks. *Nucleic Acids Res.* 37, W109–W114. doi:10.1093/nar/gkp402.
- Shannon, P., Markiel, A., Ozier, O., Baliga, N. S., Wang, J. T., Ramage, D., et al. (2003). Cytoscape: a software environment for integrated models. *Genome Res.* 13, 2498–2504. doi:10.1101/gr.1239303.
- Zoetis 2015. AlphaTRAK2 blood glucose monitoring system user guide and package insert. Parsippany (NJ): Zoetis Services

How the deposited data were processed for this re-analysis (not part of the article)

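Gene expression was measured with Affymetrix mouse Clariom S arrays in the striatum, liver, pancreas and gonadal adipose tissue of 24 mice injected daily for 28 days and killed 1 h after the last injection. The vehicle group was compared with mice given risperidone at 1 mg/kg and with mice given olanzapine at 3.5 mg/kg. Each group held 4 females and 4 males, so 8 mice per group and tissue and 96 arrays in all. Sample groups were taken from the sample labels and compared with the methods. RNA of the striatum and liver was labelled with the WT PLUS kit, RNA of the pancreas and adipose tissue with the Pico kit. The tissues were therefore never tested against each other.

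The deposited table holds log2 values that the authors made by robust multichip analysis (RMA), that is background correction, quantile normalization and 1 summary value per transcript cluster, rounded to 2 decimals. The submitters' processing notes name Affymetrix Expression Console 1.4, and the supplementary methods name Babelomics 5.0. Whether all 96 arrays or the arrays of each tissue were normalized together is not given in the sources used here, nor is a genome build, and no positions are reported. Of 22206 transcript clusters, 19572 carry 1 gene symbol, 0 carry several and 2634 carry none and were left out. Clusters of the same gene were averaged, which concerned 55 genes and left 19505. Trp53 was not analysed here. All 96 columns of values were used.

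Arrays have no read depth, and their number limits the precision. The median log2 value per array was compared between groups. In the striatum the middle array had 7.627 under vehicle, 7.64 under risperidone and 7.655 under olanzapine; in the liver 6.16, 6.16 and 6.21; in the pancreas 6.86, 6.9 and 6.915; in the adipose tissue 7.585, 7.51 and 7.51. The median standard error of a log2 fold change was 0.143 in the striatum, 0.167 in the liver, 0.292 in the pancreas and 0.226 in the adipose tissue.

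Genes were tested in R 4.3.3 with limma 3.58.1 (statmod 1.5.0), on the log2 values as deposited, in 1 fit per tissue over 24 mice with treatment and sex as terms, without a filter on dim genes. Adjusted p-values are Benjamini-Hochberg values over the 19505 genes of a tissue, and a gene was called at an adjusted p under 0.05. Further contrasts were olanzapine minus risperidone and the interaction of sex with treatment. A total of 48 gene lists of pathways and cell types were written before the data were examined, as were the comparisons, tests and alternatives except those named below as added. Lists with at least 5 measured genes were tested with camera at a preset correlation of 0.01, with an estimated correlation and with fry, over 186 tests against vehicle, adjusted within each comparison. For 16 lists of other cell types that a sample could hold, and for the cell types of the tissue itself, the mean of the markers was compared between 8 treated and 8 vehicle-treated mice by an exact two-sided permutation test.

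Co-expression networks were re-derived in Python 3.11.15 (numpy 2.4.6, scipy 1.17.1, pandas 2.3.3) from the 16 mice of each drug and vehicle, following the settings of the methods: unsigned adjacency at power 9, topological overlap, average linkage, hybrid dynamic tree cutting with at least 30 genes per module, merging at 0.25 and no reassignment. The WGCNA package itself was not used here; its steps were written anew, with blocks of at most 5000 genes. In an unsigned network the members of a module can go either way, so a module's direction is that of its eigengene. Eigengenes were correlated with treatment, with an exact two-sided p over 12870 relabellings, the lowest possible value being 0.00016. The genes that the paper's tables list for its own modules were matched by symbol without regard to case and tested in the same way. Enrichment in Gene Ontology terms and protein-protein interaction networks were not computed here. Correlations between measures across mice carry permutation p-values, from all pairings where there were fewer than 10 mice and from 100000 permutations otherwise.

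The genes named in the text follow a rule, with the exceptions given below. For each of the 8 comparisons of a drug with vehicle, it takes the 5 genes with the largest positive and the 5 with the largest negative log2 fold change among those with an adjusted p under 0.05 and changed the same way in both sexes. Where fewer than 10 exist, it takes the genes with the lowest p, up to 10 in all, said not to pass. It adds the members of a list that pass when adjusted over the list alone, up to 5 per list by p, and Ep300, Crebbp and the other genes the paper names. Other genes are named outside this rule. Many of them are said to have been chosen after their values were seen, but some list members that did not pass are named without saying so.

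The scripts were tested on simulated data. With 200 genes changed in simulated mice of each tissue, limma called 40.3% of 67 genes changed by 0.5 on the log2 scale in the striatum, 16.4% in the liver, 1.5% in the pancreas and 6% in the adipose tissue, and 89.6%, 86.6%, 23.9% and 59.7% of 67 genes changed by 1. Of 66 genes changed by 2 it called 100%, 100%, 78.8% and 90.9%. With 10 planted modules in 7500 simulated genes, the search returned 8 modules in all, so some planted modules shared 1. At least 81.0% of the genes of each planted module lay in 1 module. For 4 of 4 planted modules made to follow treatment, that module was associated with it. They were made with nearly the same profile, so these are not 4 separate tests. The limit of 0.6 on the correlation with treatment took 89.0% of 200 shifted genes and 1.4% of the others among 5000 simulated genes.

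Alternatives were no sex covariate, only the 16 mice compared, no dim genes, transcript clusters one by one, a further quantile normalization, trended and robust variances, array weights, the series of animal numbers as a block, each sex alone, each mouse left out in turn, and an unadjusted p. For the networks they were powers of 6 and 12, a signed network, another random start, no dim genes, sex taken out, the p of the Student distribution, an adjustment over the modules and each mouse left out. Added after the data were seen were the covariates for epididymis and for striatal projection neurons, the choroid plexus covariate for counts of genes, the fits without 4 adipose samples whose epididymis marker mean lay more than 3 above the median and without 7 pancreas arrays with a median correlation under 0.8, the alternatives of the contrast between the drugs and of the sex interaction, and an exact permutation of list means within sex. Counts of genes, lists and modules were set against 100 splits of the same 16 mice drawn within sex.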

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

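The tests of the position of the dissection, of choroid plexus content alone, of epididymal tissue, and of immune cells and single mice in the liver were chosen after the results were seen, as were all alternatives of the difference between the drugs and of the sex interaction; the search for samples far from the others was not. Of the splits of the mice, those of gene counts under each drug, of modules and of gene significance were chosen before the data were examined; those of the difference between the drugs, of the sex interaction and of gene lists were chosen after a first look at the arrays, in which Lcn5 in the adipose tissue of risperidone-treated males and Ttr and Kl in the striatum were seen, and before their own results were seen.

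In the liver, limma called 8 genes under risperidone, 4 under olanzapine and 11 between the drugs, which stand out because the paper tests modules and not single genes. Besides the genes already described, Ddhd2, a phospholipase (olanzapine minus risperidone -1.12, standard error 0.19), Ttc23 (-1.25) and Lrrc28 (-1.49) were lower and chosen after their values were seen. Of 100 splits of the mice within sex, 1, the real one, gave as many genes in each of the 3 comparisons. Chance is therefore unlikely, though this was not adjusted over the counts set against splits. The highest other split had 2 genes for risperidone, 1 for olanzapine and 1 between the drugs. The mean of 18 markers of resident immune and stellate cells differed by -0.06 between risperidone and vehicle (95% interval -0.15 to 0.03, exact permutation within sex, p = 0.154), and Rgs1, Cytip, Il1b and Cd14 lost their calls without 0 of the 16 mice. The olanzapine count was 0 without vehicle F20 or olanzapine F9, 1 without olanzapine F26, 2 without vehicle M19, vehicle M21 or olanzapine F7, 10 without vehicle F1 and 11 without olanzapine M9. The count between the drugs was 7 without risperidone F4, F5 or M24, 5 without risperidone F6 or M23, 6 without olanzapine F25, 19 without olanzapine F26, 35 without olanzapine M9 and 2 without olanzapine M26.

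In the striatum, 948 genes differed between olanzapine and risperidone, a comparison the paper does not make, with 557 higher and 391 lower under olanzapine. In females only 95 genes were called and in males only 0; each sex alone holds fewer mice, and whether this comparison differs between the sexes was not tested. Calb2, a calcium-binding protein, was 10.22 ± 3.29 under vehicle, 7.95 ± 1.81 under risperidone and 13.03 ± 2.56 under olanzapine (SD, n = 8 each; olanzapine minus risperidone 5.09, standard error 1.16, adjusted p = 0.0135 in limma). Pmch, the precursor of a hypothalamic peptide, differed by 4.67 (standard error 0.96), Slc17a6, a glutamate transporter of thalamic neurons, by 3.45 (standard error 0.98) and Glra1, a glycine receptor subunit, by 3.19 (standard error 0.85). Lower under olanzapine were Nrgn, neurogranin (-2.13, standard error 0.63), Rasd2 (-1.92), Gng7 (-1.90) and Scn4b (-1.78), genes of striatal neurons. These genes were chosen after their values were seen. The count was 466 without risperidone F6, 509 without risperidone M4, 613 without risperidone M24, 574 without olanzapine F7, 409 without olanzapine F26, 463 without olanzapine M25 and 522 without olanzapine M26, and 1442 without risperidone F23 and 1864 without olanzapine M9.

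Of 100 splits of these 16 mice, 2 gave as many genes, under the limit set before this result was seen. This was not adjusted over the counts set against splits, so chance is less likely but not excluded. The highest other split, with 1172 genes, points to a structure of the samples besides treatment. Choroid plexus content alone is argued against, since 1529 genes were called with its marker mean as a covariate. A differing position of the dissection may have contributed: within groups, the median absolute correlation with the mean of septum, thalamus and pallidum markers minus that of projection neuron markers was 0.60 for 933 called genes outside both lists and 0.25 for all genes. This score was -5.58 ± 1.91 under vehicle, -6.69 ± 0.97 under risperidone and -3.72 ± 1.47 under olanzapine (SD, n = 8 each). Olanzapine and risperidone differed in it by 2.97 (exact permutation test, p = 0.000311). The score holds projection neuron markers, so an effect of the drugs on these neurons could also move it. With the projection neuron marker mean as a covariate, which does not separate the explanations since 11 of its 12 markers are among the 948 genes, 0 genes were called, as the median size of the 948 differences went from 0.72 to 0.32 on the log2 scale with a median standard error of 0.18 before and 0.20 after. An effect of the drugs on these neurons stays open and was not tested apart from the position.

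The response of adipose tissue to risperidone differed between females and males in 10 genes by limma's interaction test, 1 with a larger and 9 with a smaller log2 fold change in females. Lcn8, a lipocalin of the epididymis, had a log2 fold change of -0.12 in females and 8.92 in males (female minus male -9.05, standard error 1.11, adjusted p = 0.000889), Lcn2, lipocalin 2, of 0.67 and 11.05 (-10.38, standard error 1.67, adjusted p = 0.0141), and Gpx5, an epididymal glutathione peroxidase, of 0.55 and 8.98 (-8.43, standard error 1.51). Cst11, Lcn9 and Defb20 differed by -9.46, -9.28 and -8.77, Mmp7, Atp6v0d2 and Ppil6 by -4.01, -3.30 and -2.62, and Orm2, an acute phase protein, by 2.85. The epididymis marker mean in males was 7.67 ± 0.24 under vehicle, 14.29 ± 3.58 under risperidone and 8.40 ± 1.71 under olanzapine (SD, n = 4 each), and the adipocyte marker mean was 14.05 ± 0.70, 12.08 ± 1.22 and 14.13 ± 0.80. The count was 3 without vehicle F1 or risperidone F23, M4, M5 or M23, 4 without vehicle F21, M1 or M19 or risperidone F4 or F5, 5 without vehicle F20 or M3, 6 without vehicle F2, and 1510 without risperidone M24, whose epididymis marker mean of 8.93 was the lowest of the 4 risperidone-treated males.

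Of 100 splits within sex, 3 gave as many genes, under the limit set before this result was seen. This was not adjusted over the counts set against splits, so chance is less likely but not excluded. The highest other split, with 2536 genes, points to a structure of the samples. Epididymal tissue in the fat samples of risperidone-treated males may account for the lower adipocyte markers. Across 12 males the adipocyte and epididymis means had r = -0.94 (permutation p = 0.0002, adjusted p = 0.0011 over 11 relations). Spearman's rho was -0.81 (permutation p = 0.00223), and r was -0.88 without the 2 farthest samples. The treatment groups are pooled in these values and differ in both means, so r in part restates that difference. For the called genes outside the marker list, epididymal tissue cannot be told apart from a response of the males. Over the 8 vehicle- and olanzapine-treated males the median correlation of 7 genes with the markers was 0.53. Lcn2, Defb20 and Ppil6 had 0.92, 0.87 and 0.87, Mmp7 0.53, and Gpx5, Orm2 and Atp6v0d2 -0.14, -0.27 and -0.37. With the epididymis covariate 0 genes were called, the median size of the 10 differences going from 8.60 (median standard error 1.27) to 2.63 (0.74), which does not separate the explanations either, since Lcn8, Lcn9 and Cst11 are themselves in the marker list and the markers differ between the groups. The 0 genes called without the 4 samples with high epididymis markers rest on 1 risperidone-treated male, assumed to vary like the other groups, and say nothing about the interaction, so a response of adipose tissue to risperidone in males alone stays open.

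Of 108 groups of 8 mice tested for a sample far from the others, 12 held 1, where chance gives 5.4. The adipose sample of olanzapine M9 had an epididymis marker mean of 10.90, the other 7 of its group lying between 6.80 and 8.10. The same mouse had a testis germ cell marker mean of 10.68 (others 6.19 to 6.78), and vehicle M19 of 9.91 (others 6.25 to 6.87). The skeletal muscle marker mean was 9.26 in the adipose tissue of risperidone F5 (others 6.52 to 7.25) and 7.40 in that of vehicle F2 (others 6.69 to 7.00). In the pancreas, the lymphocyte marker mean of vehicle F20 was 8.94 (others 7.06 to 7.68). The mesothelium marker mean was 8.28 in the pancreas of vehicle M19 (others 6.78 to 7.17) and 7.82 in that of olanzapine M27 (others 6.61 to 7.03). Risperidone F5 had a stroma and matrix marker mean of 7.96 in the pancreas (others 6.91 to 7.36). In the striatum, olanzapine M9 had the lowest mean of the septum, thalamus and pallidum markers, 8.00 (others 10.03 to 11.11). Cytip in the liver of vehicle M19 was 5.33 (others 4.73 to 4.92), and Hhex in the liver of risperidone F6 was 6.18 (others 8.07 to 9.29).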

How the results depend on the processing

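The alternatives of the difference between the drugs and of the sex interaction, the choroid plexus covariate for genes, the covariates for projection neurons and epididymis, the fits without samples and the exact permutation within sex were chosen after the data were seen; the other alternatives were not. Of 10800 recomputed log2 fold changes of 421 results on named genes, 10663 kept their side of the threshold, 61 no longer passed and 76 newly passed. Changes of direction were counted only where the gene passed in 1 of the 2 fits, and there were 0. Only the 8 and 4 liver genes called under risperidone and olanzapine had a call to lose, so the 61 are theirs. Noct under olanzapine lost its call in 17 of 26 alternatives, Jdp2 under risperidone in 13 of 25 and Rgs1 under risperidone in 0 of 26. Of 744 recomputed p-values of 186 list results, 663 kept their side, 76 no longer passed and 5 newly passed. Only lists shifted in camera at its preset correlation could be lost. These were 12 and 6 in the striatum under risperidone and olanzapine, 5 and 8 in the liver, 0 and 0 in the pancreas and 8 and 2 in the adipose tissue. Of 166 recomputed correlations of the paper's modules, 126 kept their side, 37 no longer passed, 2 newly passed and 1 reversed: the listed genes of module plum1 in the pancreas under risperidone had -0.184 in males only. Of 775 recomputed counts, 580 stayed within 1.5 times and 195 did not; the cause was not tested. No paired analysis was possible because treated and vehicle-treated mice carry different animal numbers. The number of arrays and their noise limit what can be seen: arrays correlated least with each other in the pancreas and adipose tissue, and counts of 0 there do not show that genes were unchanged.

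With an unadjusted p, limma called 1053 genes in the striatum under risperidone and 2057 under olanzapine, 1053 and 1279 in the liver, 632 and 1607 in the pancreas and 1761 and 1064 in the adipose tissue. Between the drugs these were 3721, 1514, 784 and 1800 genes in the 4 tissues. For the sex interaction they were 1127 and 1172 in the striatum, 932 and 1055 in the liver, 967 and 786 in the pancreas and 2577 and 496 in the adipose tissue. With array weights, 1 and 21 genes changed in the striatum and 14 and 7 in the liver under risperidone and olanzapine, 2229 and 19 differed between the drugs in the striatum and liver, and the response to risperidone differed by sex in 3 genes of the liver and 1839 of the adipose tissue. In females only, 81 genes changed in the striatum under olanzapine, 19 and 1 in the liver under risperidone and olanzapine, and 95 and 2 differed between the drugs in the striatum and liver. In males only, 1 and 7 genes changed in the liver, 1 and 2 in the pancreas and 6 in the adipose tissue under risperidone, and 0 and 4 differed between the drugs in the striatum and adipose tissue. Each sex alone holds fewer samples. The liver count under olanzapine was 2 with no covariate, with only the 16 mice of the groups compared, and with trend and robust variances. The liver count between the drugs was 2 with no covariate, 7 when quantile normalized once more, 7 with trend and robust variances and 30 with the number-series block. The sex interaction in adipose tissue under risperidone had 23 genes when quantile normalized once more, 20 with the number-series block, and 0 with the epididymis covariate, whose markers include 3 of the 10 genes, or without the samples with epididymis markers, which leaves 1 risperidone-treated male, assumed to vary like the other groups; neither 0 shows that the sexes responded alike. Between the drugs in the striatum, 1529 genes differed with the choroid plexus covariate and 0 with the projection neuron covariate.

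Without single mice, the count under risperidone in the striatum was 0 to 1 (vehicle F1 or F2, or risperidone F23). Under olanzapine it was 0 to 202 in the striatum (olanzapine M9; 116 without vehicle M3), 0 (vehicle F20 or olanzapine F9) to 11 (olanzapine M9) in the liver and 0 to 1 in the pancreas (vehicle F21). Between the drugs it was 409 (olanzapine F26) to 1864 (olanzapine M9) in the striatum and 2 (olanzapine M26) to 35 (olanzapine M9) in the liver. For the sex interaction it was 0 to 6 under risperidone and 0 to 2 under olanzapine in the liver, both highest without vehicle F2, and 3 to 1510 (risperidone M24) under risperidone in the adipose tissue.

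With an estimated correlation, camera shifted 2 and 0 lists in the striatum under risperidone and olanzapine, 2 and 0 in the liver and 0 and 0 in the adipose tissue; fry shifted 2 and 1, 2 and 0, and 0 and 0. The exact permutation within sex shifted 1 and 0 lists in the striatum, 2 and 0 in the liver and 0 in the adipose tissue under risperidone. The number-series block gave 3 lists in the pancreas under olanzapine. Of the paper's enriched modules, males only left 0, 2 and 0 associated with risperidone in the striatum, liver and pancreas, and 0, 3, 1 and 1 with olanzapine in the striatum, liver, pancreas and adipose tissue. Females only left 3 with risperidone in the liver, and 2, 1 and 1 with olanzapine in the liver, pancreas and adipose tissue. In 1 sex alone the lowest possible exact p is 0.0286 and the next 0.0571, so lower counts are partly built into the test. The liver module tan2 under risperidone had r = -0.71 in females and -0.70 in males and an exact p = 0.0571 in each. The choroid plexus covariate left 0 with risperidone in the striatum, which was largely given in advance, since 11 of the 69 matched genes of darkred are among its markers and the module was formed by co-expression with them. With positive correlations only, 321 genes had a gene significance above 0.6 in the striatum under olanzapine.

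Adjusted over the modules of a network, 1 module was associated with risperidone in the pancreas and 0 with risperidone in the striatum, liver or adipose tissue or with olanzapine in the 4 tissues. At power 12, 2, 1, 1 and 0 modules were associated with risperidone in the striatum, liver, pancreas and adipose tissue, and 4, 0, 5 and 0 with olanzapine. At power 6, 14 were associated with risperidone in the liver, 10 in the pancreas and 18 with olanzapine in the striatum. The signed network gave 16 and 5 with risperidone in the liver and pancreas and 7 with olanzapine in the adipose tissue, and another random start gave 12 and 6 with risperidone in the liver and adipose tissue. With dim genes left out, 2, 3 and 1 were associated with risperidone in the striatum, liver and adipose tissue and 7, 5, 2 and 0 with olanzapine in the 4 tissues. Without single mice, the count under risperidone was 4 (vehicle F20) to 9 (vehicle M1) in the striatum, 6 (vehicle F2) to 11 (risperidone F23) in the liver, 2 (vehicle M1) to 5 (vehicle F21) in the pancreas and 1 (vehicle M21) to 5 (risperidone M24) in the adipose tissue. Under olanzapine it was 8 (vehicle F20) to 24 (vehicle M3) in the striatum, 5 (vehicle F20) to 19 (olanzapine M27) in the pancreas and 2 (vehicle F21) to 9 (olanzapine M26) in the adipose tissue.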

Differences from the paper's values

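The tests of the counts below were chosen before the data were examined, as were the alternatives, and the paper's counts are those at a module p under 0.05. The paper gives 6 modules in the adipose tissue under risperidone, and the re-derived network held 40. The alternatives gave 61 at power 6, 25 at power 12, 66 in the signed network, 43 from another random start and 11 with dim genes left out, and none of them came within 1.5 times of the paper's value. For the striatum under olanzapine the paper gives 65 modules, and 148 were found here. At power 12 there were 44 and with dim genes left out 53, both within 1.5 times of the paper's value; 232 at power 6, 209 in the signed network and 158 from another random start were not.

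The paper gives 3 modules associated with risperidone in the striatum, and 7 were found here. The count was 4 without vehicle F20 or risperidone M23 and 2 at power 12 or with dim genes left out, which are within 1.5 times of the paper's value; under the other alternatives it was not. In the liver the paper gives 13 modules associated with risperidone, and 6 were found here. Within 1.5 times of it were 9 without vehicle F20 or M1, 10 without vehicle F1, F21 or M3, 11 without risperidone F23, 14 at power 6, 16 in the signed network and 12 from another random start; the p of the Student distribution, the adjustment over the modules, sex taken out, power 12, dim genes left out and the remaining single mice were not. For the adipose tissue the paper gives 0 modules associated with risperidone, and 3 were found here, with 0 when adjusted over the modules or at power 12 and more than 0 under the other alternatives.

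For olanzapine, the paper gives 5 modules associated in the striatum, and 11 were found here. At power 12 there were 4 and with dim genes left out 7, both within 1.5 times of the paper's value, which no other alternative reached. In the liver the paper gives 21, and 11 were found here. Within 1.5 times of it were 14 without vehicle F1, 16 without olanzapine M9, 15 without olanzapine M27, 16 at power 6 and 16 in the signed network; the remaining alternatives were not.

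Of the 14 modules with enriched terms that the paper associates with risperidone, the genes listed for 9 had an exact p under 0.05 here, and of the 26 for olanzapine, 18. These genes are only the part of each module that stands in an enriched term.

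The paper places EP300 in a striatal and a liver module associated with treatment. In the re-derived networks Ep300 belonged to a striatal module associated with olanzapine (exact permutation p = 0.00653), to no striatal module for risperidone, and to liver modules with exact permutation p = 0.944 for risperidone and 0.301 for olanzapine.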

Other observations

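The exact permutation within sex was chosen after the values were seen, as was the test of choroid plexus content in the olanzapine-treated mice, though before its own result was seen; the gene lists were not. The splits of the difference between the drugs, of the sex interaction and of gene lists were chosen after a first look at the arrays. In the liver of the risperidone-treated mice, 8 of 18 genes with female-biased expression in the mouse liver rose when adjusted over the list alone and 0 when adjusted over all genes. Sult2a1, a sulfotransferase of steroids and bile acids, was 8.59 ± 2.24 under vehicle and 11.18 ± 4.17 under risperidone (log2 value, SD, n = 8 each), with a log2 fold change of 2.59 over both sexes, 4.68 in females and 0.51 in males. A1bg had 3.07 (5.83 in females and 0.31 in males), Cyp3a16, a cytochrome P450, 2.91, and Cyp17a1, an enzyme of steroid synthesis, 1.49. The shift held with an estimated correlation (adjusted p = 0.00801) and in an exact permutation within sex (adjusted p = 0.018); the difference between the sexes passed for 0 genes of the liver in limma's interaction test, with 932 at an unadjusted p under 0.05. Of 20 genes of drug metabolism under the receptors CAR and PXR, Gstm3, a glutathione transferase, and Abcb1a, a drug efflux pump, rose when adjusted over the list alone (0.81 and 0.98; adjusted p = 0.392 for the list with an estimated correlation). The list of fatty acid oxidation and PPARA targets had 20 of 24 genes with a positive log2 fold change and 0 past the test (adjusted p = 0.747 with an estimated correlation).

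Under olanzapine, 4 of the 18 female-biased genes rose when adjusted over the list alone, with Sult2a1 at 2.26, Cyp17a1 at 1.42, Hao2 at 1.35 and Cux2, a transcription factor, at 1.25 (adjusted p = 0.184 with an estimated correlation). Of 16 male-biased genes, Cyp2d9 fell by 0.74, C8a by 0.94 and Slco1a1, an organic anion transporter, by 1.86 when adjusted over the list alone (adjusted p = 0.416 with an estimated correlation). The glutathione transferases Gstm3, Gstm2 and Gstm1 and the cytochrome Cyp2c55 rose by 0.82, 0.84, 0.57 and 0.84 when adjusted over the list alone (adjusted p = 0.316 with an estimated correlation). Per2, a clock repressor, fell by 0.99 (standard error 0.23) when adjusted over the list of 18 clock genes alone (adjusted p = 0.289 with an estimated correlation), and Arntl, which Per2 opposes, had a log2 fold change of 0.73. Genes of bile acid synthesis and transport were not shifted in the liver under risperidone (camera, adjusted p = 0.176) or olanzapine (adjusted p = 0.314), though under olanzapine 2 of the 14 rose when adjusted over the list alone, Abcb11, the bile salt export pump (0.71), and Hsd3b7, an enzyme of bile acid synthesis (0.82). Not shifted either were thermogenic genes in the adipose tissue (adjusted p = 0.771 under risperidone and 0.706 under olanzapine).

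The striatal module darkred of the paper's risperidone network, which holds EP300, also holds 11 of the choroid plexus markers used here. Over its 58 other matched genes the median correlation with the choroid plexus mean was 0.44 across the 16 mice of that network, and Ep300 itself had r = -0.73. Since the module was formed by co-expression over these same mice, such correlations were given in advance and decide nothing. In the 8 olanzapine-treated mice, which did not enter the network, the mean of the 58 genes, each with the sign it had in the other mice, had r = 0.41 with the choroid plexus mean (95% interval -0.41 to 0.87, exact permutation p = 0.306, adjusted p = 0.306 over 11 relations; Spearman's rho = 0.48, exact permutation p = 0.243; r = -0.63 without the 2 farthest samples, on which it therefore rests), so for these genes differing choroid plexus content cannot be told apart from an effect of risperidone with 8 mice. For Ep300, r in these mice was 0.49 (95% interval -0.33 to 0.89, permutation test, adjusted p = 0.244 over 11 relations). Content had been taken to require a value below -0.5, so this prediction failed. It does not decide whether content lowers Ep300, since the markers varied least in these mice. Within vehicle and within risperidone, the mice that formed the module, r was -0.69 and -0.65. The evidence is limited by the number of mice and by the markers themselves, whose SD was 0.43 under olanzapine, 0.62 under vehicle and 0.86 under risperidone. An effect of risperidone on the choroid plexus stays open and was not tested apart from the dissection.

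Where the real count was 0, 100 of 100 splits reach it by construction, so the splits say nothing about chance there. They show only how many genes other groupings of the same mice gave. In the striatum the highest other split had 2 genes for risperidone and 598 for olanzapine, in the pancreas 94 and 2, and in the adipose tissue 4230 and 1; the 598, 94 and 4230 point to a structure of the samples. Between the drugs, the 0 genes of the pancreas and adipose tissue stand beside 1 and 889 in the highest other split. For the sex interaction, the highest other split had 1 and 647 genes in the striatum under risperidone and olanzapine, 2 and 15 in the liver, 331 and 1 in the pancreas and 1 in the adipose tissue under olanzapine, where the real counts were 0. In the pancreas 0 lists shifted under either drug, and the highest other split had 8 and 9.

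For the gene lists, chance is unlikely in the striatum under risperidone, though this was not adjusted over the counts set against splits. There, 12 lists shifted in camera at its preset correlation, 10 in the highest other split and as many as 12 in 1 of 100. This covers the count at that correlation and not each list: 2 lists shifted with an estimated correlation and 1 in the exact permutation within sex. It cannot be excluded for the 6 lists of the striatum under olanzapine (25 of 100 splits, highest other 11), for 5 and 8 lists of the liver under risperidone and olanzapine (57 and 12 of 100 splits, highest other 11 in both), or for 8 and 2 lists of the adipose tissue (32 and 81 of 100, highest other 14 in both). For the re-derived modules associated with treatment, chance can be excluded in no tissue. In the striatum 40 and 22 of 100 splits gave as many as the real 7 and 11 modules under risperidone and olanzapine (highest other 18 and 23), and in the liver 56 and 21 gave as many as 6 and 11 (highest other 18 and 21). In the pancreas 79 and 16 gave as many as 3 and 10 (highest other 31 and 25), and in the adipose tissue 22 and 27 gave as many as 3 and 4 (highest other 8 and 11). In the striatum under olanzapine, the count of genes with an absolute correlation with treatment above 0.6 was reached by 10 of 100 splits (real 491, highest other 2038, median of the others 211), so chance cannot be excluded; after sex was taken out the count was 631, and Ep300 had a correlation of -0.32.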
